# FUBP1 and FUBP2 enforce distinct epigenetic setpoints for MYC expression in primary single murine cells

**DOI:** 10.1038/s42003-020-01264-x

**Published:** 2020-10-01

**Authors:** Ying Zheng, Wendy Dubois, Craig Benham, Eric Batchelor, David Levens

**Keywords:** Cancer, Cell biology, Molecular biology, Systems biology

## Abstract

Physiologically, MYC levels must be precisely set to faithfully amplify the transcriptome, but in cancer MYC is quantitatively misregulated. Here, we study the variation of MYC amongst single primary cells (B-cells and murine embryonic fibroblasts, MEFs) for the repercussions of variable cellular MYC-levels and setpoints. Because FUBPs have been proposed to be molecular “cruise controls” that constrain MYC expression, their role in determining basal or activated MYC-levels was also examined. Growing cells remember low and high-MYC setpoints through multiple cell divisions and are limited by the same expression ceiling even after modest MYC-activation. High MYC MEFs are enriched for mRNAs regulating inflammation and immunity. After strong stimulation, many cells break through the ceiling and intensify MYC expression. Lacking FUBPs, unstimulated MEFs express levels otherwise attained only with stimulation and sponsor *MYC* chromatin changes, revealed by chromatin marks. Thus, the FUBPs enforce epigenetic setpoints that restrict MYC expression.

## Abstract (web summary)

Ying Zheng et al. characterize MYC gene and protein expression in single mammalian cells in response to various external signals. They find that individual cells show either high or low basal MYC expression setpoints, and that adherence to these setpoints as well as the magnitude of the response of MYC to stimulation, is controlled by FUBP1 and FUBP2.

## Introduction

From stem cells and proliferation to senescence and cell death, MYC is involved in almost every key decision for every cell^1–7^. MYC is an amplifier of almost every active gene and it becomes an oncogene when abnormally upregulated^8–11^. On the other hand, although the knockout (KO) of *Myc* is embryonic lethal in mice and *Myc*-KO cells have only rarely been obtained (less than a handful of *Myc*-less cell lines have been established)^12,13^, very low levels of basal MYC are sufficient to sustain viability^13–16^. *MYC*-haploinsufficient cells are not notably abnormal other than proliferating at a somewhat reduced rate. Haploinsufficient mice display no pathology and show increased life span^15,17–22^. Despite this apparent indifference to normal levels, constraining MYC to a physiological range is crucial for normal development and physiology. In response to a variety of intracellular and extracellular signals and pathological stresses, MYC levels rapidly elevate to enable transcriptional amplification of highly induced genes, as the cell races to confront the challenging insult^23,24^. Such high-MYC output in cancer may also be enforced by a panoply of pathologically activated super-enhancers^14,25–28^.

*Myc* is embedded in a gene desert and that is studded with *cis*-elements receiving a plethora of extracellular and intracellular signals that must somehow be integrated at the promoter to set MYC expression levels^23,24,29^. Of the multiple regions that regulate MYC expression, we have been interested in the far upstream element (FUSE), which is 1.7 kb upstream of the major P2 transcription start site of human *MYC* gene and binds FUBP1^23,29–36^. The FUSE-binding protein (FUBP) family has three members in human and mouse—FUBP1, FUBP2/KHSRP, and FUBP3^23,29–35,37,38^—and only one in *Drosophil*a—Psi^31,32,37,39^. FUBP1 is both prooncogenic and a tumor suppressor^37,40,41^. The FUBPs all contain four repeated hnRNPK homology motifs in their central regions. Their central regions bind sequence selectively to either single-stranded DNA or RNA and the FUBPs have been reported to interact with various DNA or RNA targets and to participate in transcription, splicing, mRNA degradation, RNA transport, and translational regulation^29,31,32,34–38,42,43^. After FUSE melts in response to the torsional stress caused by dynamic supercoiling emanating from the *Myc* promoter, FUBP1 binds and loops to the promoter, interacting with TFIIH through the C-terminal domain of FUBP1 to activate transcription^44,45^. The FUBP1-interacting repressor (FIR) may then be recruited by FUBP1 to inhibit the helicase activity of TFIIH, attenuating FUBP1 upregulation of *Myc* transcription^43,45–47^. Thus, the FUSE-FUBP-FIR system has been proposed to comprise a cruise control constraining MYC expression^29,31,32,45,48–50^ by increasing MYC expression in some circumstances and decreasing it in others. Accordingly, when *Fubp1* is knocked out in mice, both cell-to-cell and embryo-to-embryo Myc RNA levels fluctuate^51^.

Intercellular expression variation occurs between different tissues and between individual members of a single-cell type. Almost all types of cells, including stem cells, murine embryonic fibroblasts (MEFs), and cancer cells, are not a homogenous population. They are all heterogeneous at the molecular level. The degree to which this heterogeneity reflects transient stochastic fluctuations (intrinsic noise) vs. biologically distinct, perhaps epigenetic states (extrinsic noise) is not fully resolved^52^. Such cell-to-cell molecular and functional variation of MYC may be expected to amplify in turn the quantitative or even qualitative diversity of responses to stimuli. Understanding the sources of this variation may provide insights into how cells respond individually or in coordinated groups to physiological and pathological challenges.

Variation in basal MYC levels is well-tolerated in resting and steady-state tissues, yet there are multiple molecular mechanisms that control its expression across its full dynamic range. We set out to examine the precision and variability of MYC regulation and to study the cellular consequences of variation in MYC setpoints both for steady-state growth and in response to cytokine stimulation in primary cells. Primary MEFs and primary naive B-cells were studied to observe *Myc* regulation in the absence of oncogenic stress. The induction of MYC in B-cells has been well-characterized in vivo and in vitro, and the use of wild-type (WT) vs. *FUBP1*^−/−^ MEFs, with or without *Fubp2* knockdown (KD), provided a simple system to interrogate the roles of these proteins in setting MYC levels, in managing expression noise, and in upregulating MYC in response to cytokine signaling. We found that there is a two-stage upregulation of *Myc*; in response to low-intensity signals and stress, although MYC is broadly upregulated, it respects a physiological upper limit. With intense signaling, a significant portion of cells breaks the ceiling, with some cells expressing very high-MYC levels. As elevated MYC is seen in almost all types of cancers, neoplastic cells must defeat whatever safeguards enforce physiological MYC levels. These studies may help inform strategies to restore proper regulation on deregulated MYC.

## Results

### Characterization of Myc mRNA and protein expression in single cells

MYC is predominantly a nuclear protein (Fig. 1a, c). To ensure that MYC levels could be accurately monitored in individual cells microscopically, primary MEFs and primary naive B-cells were fixed, their nuclei segmented based on DNA staining, and then immune-stained for MYC protein. Nuclear size and the mean nuclear fluorescence intensity of MYC were measured in single MEFs (Fig. 1a, b) or naive B-cells (Fig. 1c, d). The total amount of MYC protein was calculated as the product of mean intensity and nuclear size. To validate this measurement, naive B-cells were stimulated with lipopolysaccharide (LPS) and interleukin (IL)-4, and split into two portions: one for flow cytometric analysis and the other for quantitative immunofluorescence microscopy. Comparable results and distributions were obtained with each method, validating both approaches (Fig. 1e). For the determination of Myc RNA levels after in situ hybridization with fluorescent probes for Myc RNA, the probe intensity was measured at the level of individual cells and the distribution of MYC across the full population of MEFs was determined (Fig. 1f, g). Total Myc mRNA intensity was calculated as the product of mean intensity and cell size. The density profiles of MYC protein or mRNA levels of primary MEFs and naive B-cells were plotted (Fig. 1b, d, g); both protein and RNA show similar bell shapes with a long tail extending toward a high expression that approximated a log-normal distribution (Supplementary Fig. 1).

**Fig. 1:**
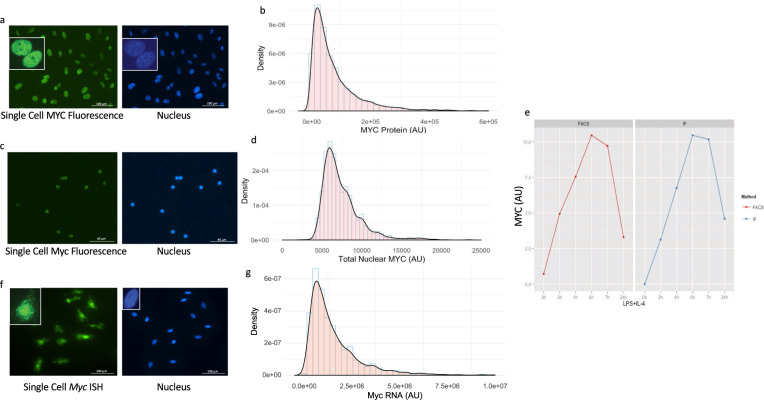
Distribution of MYC expression in single cells. **a**, **b** MYC protein expression in single MEF by immunostaining. **a** An immunostaining image of MYC protein in single MEFs, showing that MYC is primarily localized in the nucleus of MEFs. **b** Histogram (light blue) and density plot (black) of MYC total nuclear protein level determined by immunofluorescence. **c**, **d** MYC protein expression in single B-cells by immunostaining. **c** An immunostaining image of MYC protein in single B-cells, showing that MYC is primarily localized in the nucleus. **d** Histogram (light blue) and density plot (black) of MYC total nuclear protein level in single naive B-cells are shown. AU: arbitrary unit. **e** Validation of quantitative immunofluorescence. Primary naive B-cells were stimulated with 25 µg/ml of LPS and 2.5 ng/ml of IL-4, and split into two parts for flow cytometry analysis (FACS) and quantitative immunofluorescence analysis (IF). Comparable results were obtained. **f**, **g** MYC mRNA expression in single MEF by in situ hybridization. **f** An in situ hybridization image of MYC mRNA in single MEFs. **g** Histogram (light blue) and density plot (black) of Myc RNA level determined by RNA in situ hybridization. AU: arbitrary unit.

### Two-stage regulation of MYC expression

To characterize the response of the *Myc* gene to extracellular signals at both the population and single-cell levels, naive B-cells or MEFs made quiescent by serum starvation were stimulated with different concentrations of IL-4 or fibroblast growth factor (FGF), respectively (Fig. 2). The concentrations of growth factors and cytokines were empirically defined to deliver partial or maximal induction of MYC. These concentrations also approximate levels seen under normal or stressed/pathological concentrations in vivo in various systems. Cumulative distribution functions (CDFs) were used to capture both the single-cell and population properties in a single format amenable to statistical comparison (Fig. 2a). Upon stimulation of B-cells with low concentrations of IL-4, the MYC distribution shifted rightward, without changing the peak values of the MYC expression (Fig. 2b). Thus, although the overall population was MYC responsive, it respected the same expression ceiling as did the unstimulated cells. With high concentrations of IL-4, the CDF shifted further to the right and breached the expression ceiling of unstimulated cells extending to much higher levels of MYC. The MYC CDF curve from MEFs treated with low levels of FGF also shifted rightward and paralleled that from MEFs growing at steady-state with both curves converging to a common upper limit (Fig. 2c). With high FGF, the CDF shifted dramatically rightward with ~20% of cells expressing two to three times the steady-state mean MYC levels. These data suggest that there are two stages of MYC expression as follows: low (Stage I) and high (Stage II). Stage I (which we operationally define as physiological) occurs at a steady state or upon mild stimulation—in Stage I, although *Myc* is inducible, overall MYC expression is strictly bounded. Stage II (which we operationally define as stressed/pathological) occurs upon intense stimulation with concentrations of growth factors or cytokines that maximize MYC expression, allowing a population of cells to breach the Stage I ceiling and express much higher MYC levels. Plotting MYC distribution as a probability density function of B-cells or MEFs treated with IL-4 or FGF, respectively (Supplementary Fig. 2a, b), confirmed that upon weak stimulation, mean levels shifted to modestly higher values in stage I, but that stage II was not populated without intense stimulation.

**Fig. 2:**
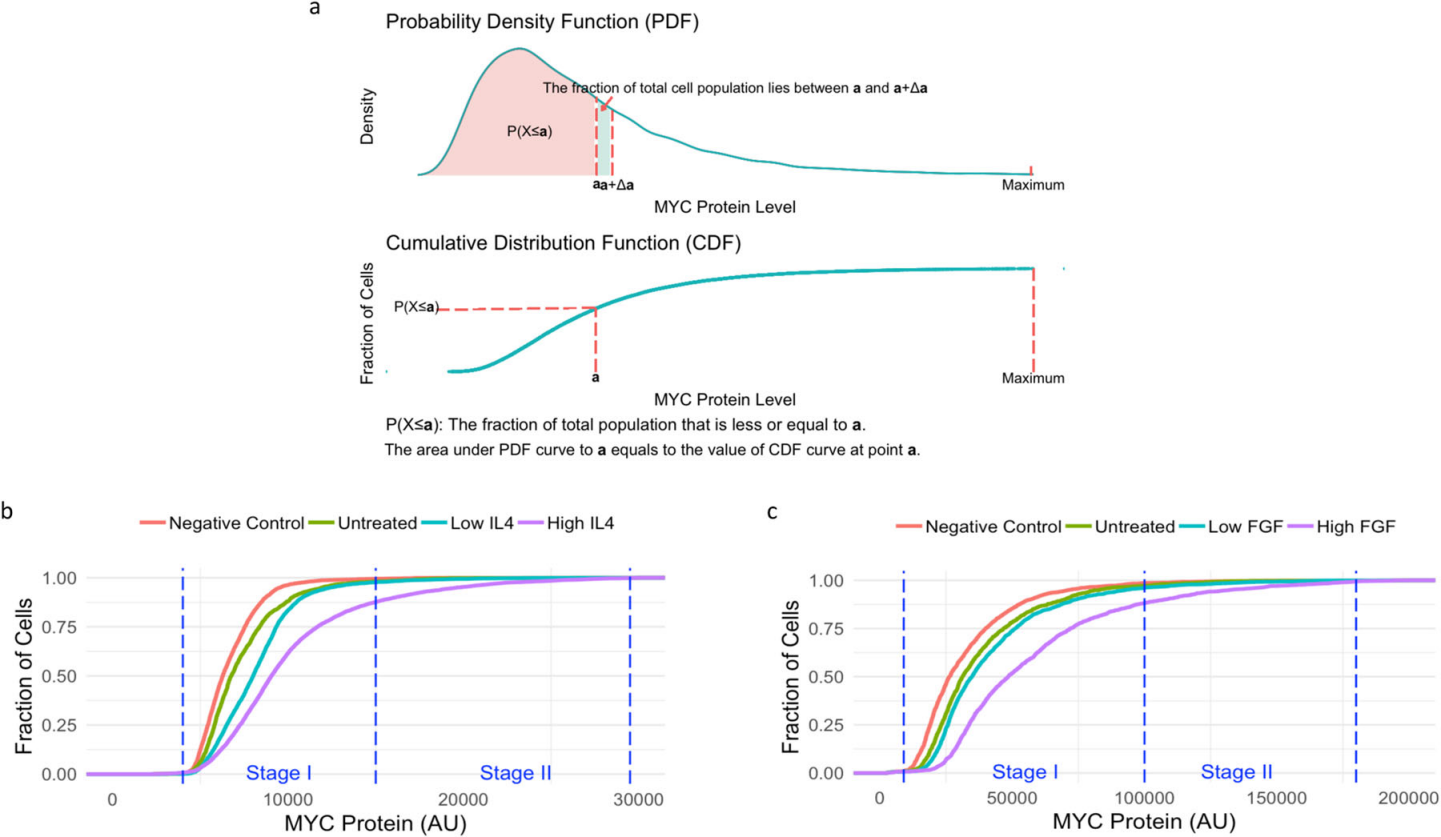
MYC expression has two stages: low (I) and high (II) stages. **a** A diagram illustrating the principles and biological implications of the PDF and the CDF plots used in this study. A random log-normal distribution data set were used as an example. **b**, **c** The empirical CDF plot of MYC protein level in naive and IL-4-stimulated B-cells (**b**), and in steady-state and FGF-stimulated MEFs (**c**) are shown. Low IL-4: 5 ng/ml; high IL-4: 50 ng/ml. Low FGF: 1 ng/ml; high FGF: 4 ng/ml. AU: arbitrary unit. Negative control: nonspecific IgG isotype control. Experiments were repeated with similar results (*n* = 3 independent experiments).

### MYC setpoints are precisely set and fixed in individual cells

Within stage I, the variation in MYC levels between individual cells could reflect stochastic fluctuation with sampling from a single distribution or, alternatively, the superposition of closely nested distributions, each with slightly shifted mean MYC setpoints.

To test whether there is a common setpoint for MYC expression among individual MEFs, fluorescence-activated cell sorting was used to collect a set of low- and a set of high-MYC-expressing cells from an apparently unimodal distribution of fluorescent MEFs (Fig. 3a). These MEFs were homozygous for a fully functional chimeric *Myc*-*Egfp* gene expressed at the endogenous *Myc* locus. Mice homozygous for this fusion allele are phenotypically normal and breed properly. This in-frame chimera of enhanced green fluorescent protein (GFP) at the C terminus of MYC preserves all known features that regulate Myc RNA and protein expression and turnover. We next cultured the low- and high-MYC cells for 1 vs. 7 days (at least two mitotic cycles) and then examined their distributions of MYC protein and mRNA. Myc mRNA and protein are relatively unstable (mRNA half-life is 10–20 min^53^ and protein half-life is about 20 min^54^). Surprisingly, both the low- and high-MYC cells still preserved their respective MYC expression levels (Fig. 3b, c). As expected, the high-MYC group doubled slightly faster and were slightly more metabolically active than the low-MYC group (Fig. 3d). These results suggest that MYC setpoints can be finely tuned and transmitted to daughter cells. After 1 week of culture, although the mean MYC levels in the low-MYC cells drifted slightly upward, their mode levels crept downward (Supplementary Fig. 3). The opposite shifts in the mode vs. the mean may be explained by the outgrowth of a subpopulation of cells extending the rightward tail toward higher MYC expression. Whether this subpopulation arises from setpoint reprogramming or the re-emergence of bona fide high-MYC-setpoint cells that factitiously happened to display low GFP fluorescence at the moment of sorting due to stochastic MYC fluctuation is not known.

**Fig. 3:**
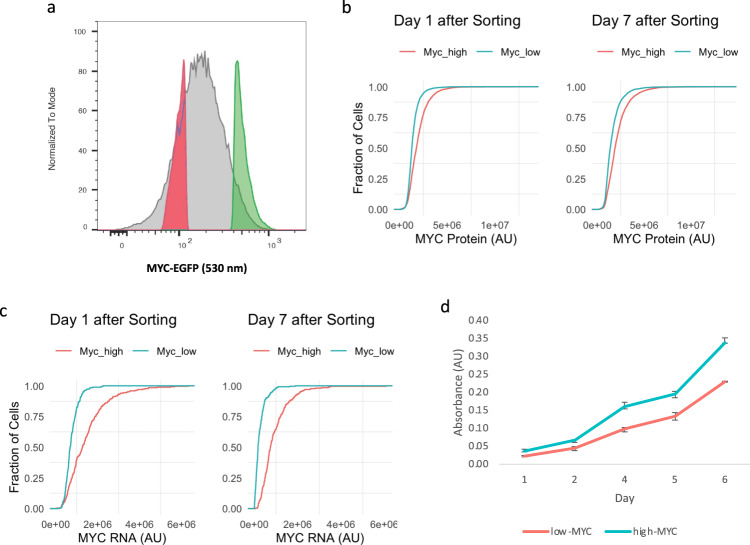
MYC setpoints are precisely set and fixed in individual cells. **a** Sorting scheme for low- and high-MYC cells by MYC-GFP intensity. **b**, **c** The empirical CDF plot of MYC protein (**b**) and mRNA (**c**) expression in cells at day 1 (left) or 7 (right) after sorting. **d** The proliferation of low- and high-MYC cells determined by WST-1 assay. Experiments were performed in triplicate.

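RNA from low-MYC and high-MYC MEFs, primary mouse embryonic fibroblasts that carry a Myc-Egfp fusion and were sorted by GFP intensity, was sequenced in 4 libraries, 2 technical replicates per group. According to the methods, cells were treated with 20 µM MG-132, a proteasome inhibitor, for 6 h before sorting to enhance the MYC-GFP signal. The sorted cells were then seeded overnight before RNA was extracted. Synthetic ERCC transcripts had been added in proportion to cell count, so that the amount of each mRNA could be set against the number of cells and not against the size of the library. The authors trimmed low-quality 3′ bases, aligned the reads to the mouse transcriptome with TopHat, divided the reads of each transcript by its length to obtain FPK (fragments per kilobase), and divided FPK by a spike-in score of the library. The deposited values are these spike-in-normalized FPK for 19769 genes. Read counts and spike-in reads are not used here, so the depth of each library is unknown. The normalized FPK summed to 46321 and 48291 in the low-MYC replicates and to 102853 and 109090 in the high-MYC replicates. The commonest ratio between libraries among genes with very low values estimates what a single read is worth, and it was 1.00 in low-MYC replicate 2, 2.24 in high-MYC replicate 1 and 2.54 in high-MYC replicate 2, relative to low-MYC replicate 1. The implied number of reads was 1.04, 0.990 and 0.928 times that of low-MYC replicate 1, so by this estimate the difference between the totals lies in the spike-in score and not in the number of reads. Across the tested genes, Spearman's rho between replicates was 0.996 in low-MYC and 0.995 in high-MYC cells; this correlation is across genes, which are not independent replicates. Groups were compared with limma on log2(normalized FPK + 0.1) for the 11870 genes with a mean of at least 0.1 over the 4 libraries. A fold change on this scale understates the change of genes with low values. Because the replicates are technical, each p-value compares these libraries and not independent cell populations.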

We performed mRNA-seq on the low- and high-MYC cells, normalizing the count of transcripts to the count of spiked-in controls. 

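Of the genes tested, 6540 were at least 2-fold higher in high-MYC cells with an adjusted p under 0.01 (limma with Benjamini-Hochberg adjustment), and 34 of these were at least 5-fold higher. No gene was at least 2-fold lower (0 genes, and also 0 at an unadjusted p under 0.05). At any fold change, 11530 genes were higher and 3 were lower at the same adjusted p. The 3 genes that were lower were Hmox1, with a log2 fold change of -0.45 (standard error 0.0387, adjusted p = 8.28e-05 from limma with Benjamini-Hochberg adjustment), Hspa1a with -0.38 and Hspa1b with -0.29; Hspa1a and Hspa1b did not pass this adjusted p without the filter on low values, and Hspa1b also not with a pseudocount of 0.001 and a minimum mean of 0.005. The median log2 fold change of all tested genes was 1.03, with 5% of genes below 0.59 and 5% above 1.35. On this scale the largest rise was that of Lyz2, from 0.0305 and 0.142 in the low-MYC replicates to 18.0 and 18.9 in the high-MYC replicates, a log2 fold change of 6.71 (standard error 0.281, adjusted p = 1.06e-05 from limma with Benjamini-Hochberg adjustment); the low-MYC replicates of this gene differed several-fold, and without each library in turn the value ranged from 6.26 to 7.15. Cxcl5 (4.28), Mpeg1 (3.80), Angptl7 (3.70) and C1qc (3.65) followed on the log2 scale; Lyz2, Mpeg1 and C1qc are on a list of macrophage markers. By the ratio of means without a pseudocount, genes with lower values in low-MYC cells exceeded Lyz2 (214), among them C1qb (409) and C1qc (229). The scaling of the libraries moved the number of genes at least 2-fold higher most. With each library rescaled to the same median in place of the spike-in score, 65 genes were at least 2-fold higher and 6 were lower. The median log2 fold change was then -0.0039. At any fold change, 209 genes were then higher and 63 were lower with an adjusted p under 0.01 (limma with Benjamini-Hochberg adjustment).

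**Figure D1:**
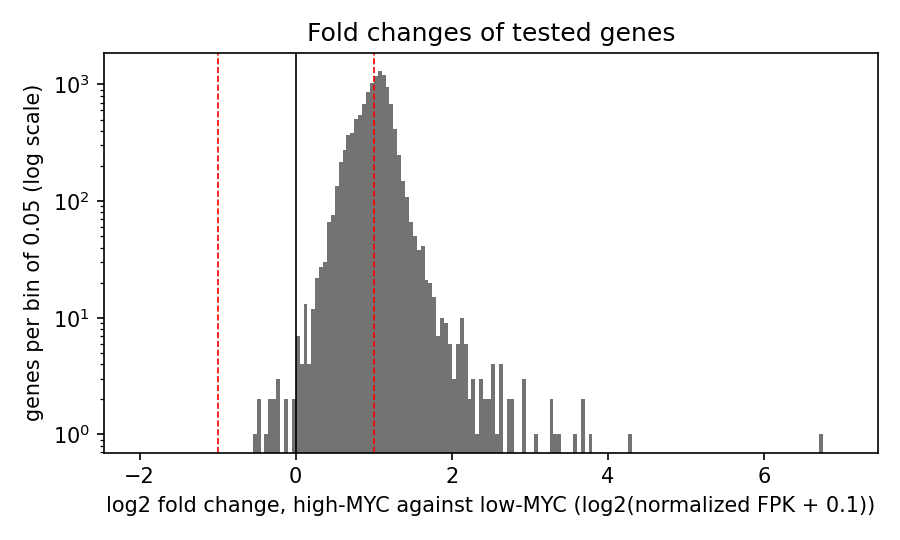
Histogram of the log2 fold change between high-MYC and low-MYC cells over the tested genes, on the log2(normalized FPK + 0.1) scale with the spike-in normalization; the vertical axis gives the number of genes per bin on a log scale, the solid line marks no change and the dashed lines mark a 2-fold change in either direction. The genes lie around a median of 1.03, no gene reaches the dashed line on the left, and the bar farthest to the right is Lyz2 at 6.71.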

As expected, the volcano plot shows a significant increase in gene expression in high-MYC cells compared to low-MYC cells and almost no downregulated genes as expected for a universal amplifier (Fig. 4a). 

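Myc lies on the plus strand of chromosome 15 from 61985391 to 61990374 (mm10). Its spike-in-normalized FPK was 9.84 ± 0.0363 (SD, n = 2) in low-MYC and 20.4 ± 0.153 (SD, n = 2) in high-MYC cells, a ratio of means of 2.07 and a log2 fold change of 1.04 (standard error 0.0388, adjusted p = 1.04e-05 from limma with Benjamini-Hochberg adjustment). Fubp1, on chromosome 3 from 152210422 to 152236826, had 1.78 ± 0.0599 (SD, n = 2) in low-MYC and 3.55 ± 0.270 (SD, n = 2) in high-MYC cells, a ratio of 1.99 and a log2 fold change of 0.95 (standard error 0.0656, adjusted p = 3.46e-05 from limma with Benjamini-Hochberg adjustment). Khsrp, which encodes FUBP2 and lies on the minus strand of chromosome 17 from 57021051 to 57031522, had 4.51 ± 0.0301 (SD, n = 2) in low-MYC and 10.1 ± 0.357 (SD, n = 2) in high-MYC cells, a ratio of 2.23 and a log2 fold change of 1.14. Each difference is larger than the spread between the technical replicates. The increase of these 3 genes is close to that of the median gene. It reversed in sign when each library was rescaled to the same median. The log2 fold change was then -0.13 for Myc, -0.18 for Fubp1 and -0.02 for Khsrp. None had an adjusted p under 0.01 (limma with Benjamini-Hochberg adjustment). The rescaling removes a shift shared by all genes by construction, so a gene close to the median gene lands near no change. The reversed sign is therefore no evidence of a decrease.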

The expression of *Myc*, *Fubp1*, and *Fubp2*/*Khsrp* in high-MYC cells is about twofolds of that in low-MYC cells (Supplementary Fig. 4). The mRNAs with the highest fold increase in high-MYC compared to low-MYC cells were highly enriched for genes involved in the inflammatory (9-fold enrichment, GO:0006954, false discovery rate (FDR) *q*-value < 0.01) and immune responses (5.8-fold enrichment, GO:0006955, FDR *q*-value < 0.01) and included various cytokines, chemokines, and complement (Supplementary Data 1). This suggests that high-MYC MEFs are primed to participate in immune and inflammatory processes, a major function of fibroblasts. 

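All 87 genes of Supplementary Data 1 were found among the deposited values. By the ratio of mean normalized FPK, without a pseudocount, 86 of the 87 were at least 5-fold higher in high-MYC cells, and the remaining gene, Cd14, was 4.995-fold higher. The ratios had a median of 8.78 and reached 201 for Lcp1, and their log2 values correlated with those of the listed fold changes with a Pearson r of 0.958 (Spearman's rho 0.959); this is across genes that the study chose on the same libraries. Many of the ratios rest on very low values in low-MYC cells: the mean there was under 0.01 for 47 genes and at least 0.1 for 15. For 51 genes the mean over the 4 libraries was under 0.1, and all 36 that could be tested were higher with an adjusted p under 0.01 (limma with Benjamini-Hochberg adjustment), 15 of them at least 5-fold on the log2(normalized FPK + 0.1) scale. With a pseudocount of 0.001 and a minimum mean of 0.005, chosen after the values were seen, 80 genes could be tested, 79 were higher with an adjusted p under 0.01 from the same limma test with Benjamini-Hochberg adjustment, and 73 were at least 5-fold higher. Ccl2 rose from 4.73 ± 0.262 to 36.4 ± 1.67, and Ccl7 from 2.16 ± 0.299 to 22.0 ± 1.01 (SD, n = 2 technical replicates). Of the 87 genes, 13 are on a list of 30 macrophage markers.

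**Figure D2:**
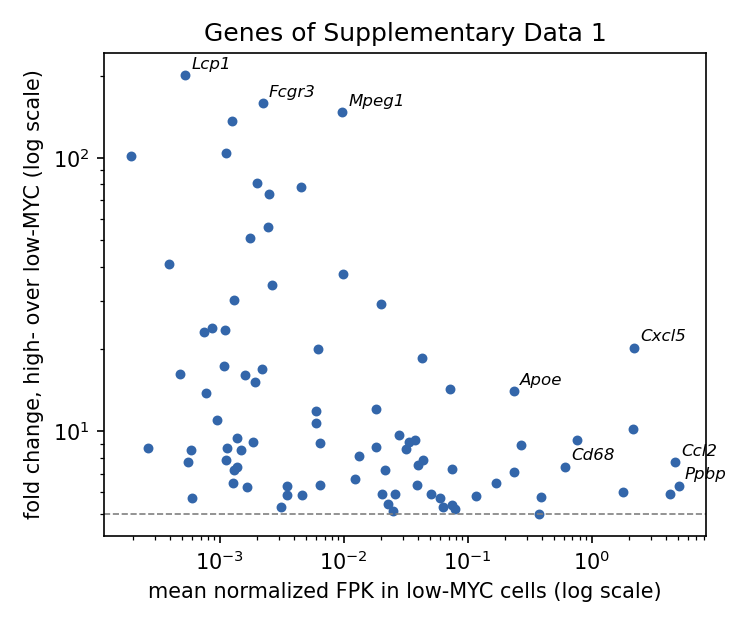
Ratio of high-MYC to low-MYC mean normalized FPK (vertical, log scale) against the mean normalized FPK in low-MYC cells (horizontal, log scale) for the 87 genes of Supplementary Data 1; each point is a gene and the dashed line marks a 5-fold increase. The ratios span 4.995 for Cd14 to 201 for Lcp1, and the largest ones belong to genes with very low values in low-MYC cells.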

The high-MYC cells were a bit larger than the low-MYC cells as expected^55,56^. This difference in size was maintained through several divisions of asynchronous culture and so could not be attributed to differences in the cell cycle distribution between the high- and low-MYC cells. Such asynchrony was confirmed by RNA sequencing (RNA-Seq), as the expression of mRNAs of genes expressed at well-defined points in the cell cycle^57^ was indistinguishable between the high- vs. low-MYC populations (Fig. 4b), indicating that neither population was enriched for cells in particular phases of the cell cycle.

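Lists of genes that peak at defined points of the cell cycle were compared with 10000 random lists of the same size, matched on mean expression. The median log2 fold change was 1.30 for 13 G1/S genes, 1.08 for 12 S genes, 1.29 for 10 G2 genes and 1.32 for 14 G2/M genes. These medians lay above 99.99%, 95.79%, 99.99% and 100% of the matched lists, whose own medians were centred on 1.13, 0.99, 1.09 and 1.09. Relative to the general increase, with each library rescaled to the same median, the medians of the lists were 0.16, 0.07, 0.19 and 0.21. Of the 19 genes labelled in Fig. 4b, 18 could be tested, and 17 were higher with an adjusted p under 0.01 (limma with Benjamini-Hochberg adjustment), with log2 fold changes up to 1.48 for Rrm2; Hist1h4c, at 0.36, was not. After the rescaling, 0 of the 18 passed an adjusted p under 0.01 over all genes tested (limma with Benjamini-Hochberg adjustment), 8 passed when adjusted over the list alone, and 13 had an unadjusted p under 0.05; their log2 fold changes then lay between -0.25 and 0.31.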

**Fig. 4:**
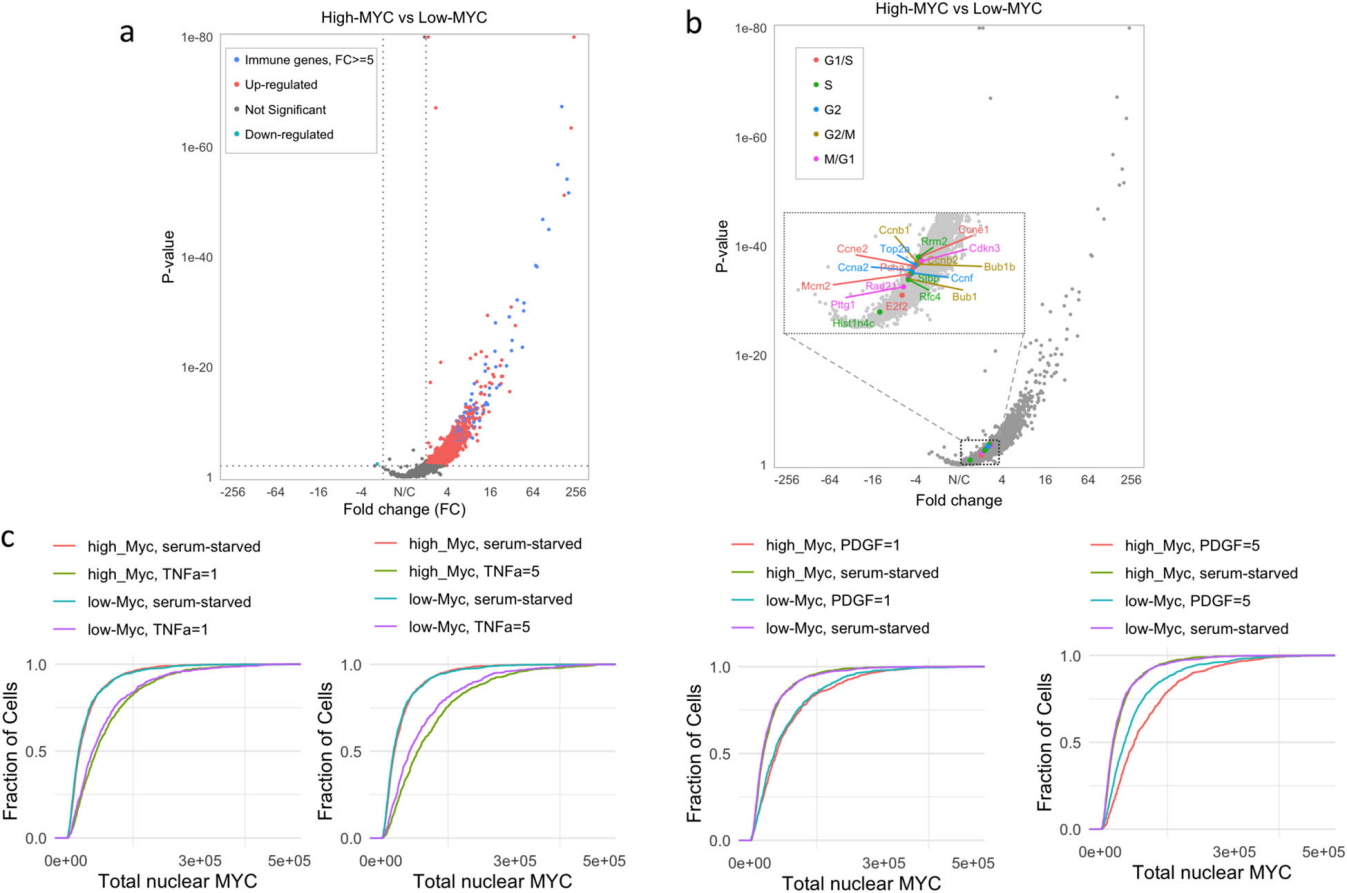
High-MYC cells are enriched for immune genes and are primed to express even higher MYC. **a** The volcano plot of mRNA expression in high-MYC cells vs. low-MYC cells. In high-MYC cells, genes with the highest fold increase (FC ≥ 5) compared to low-MYC cells were enriched for inflammatory and immune response genes (GSEA analysis, FDR < 0.01), which are highlighted in blue. Each of the low-MYC and high-MYC RNA-seq samples has two technical replicates. **b** Compared with low-MYC cells, high-MYC cells are not enriched for well-defined cell cycle genes at specific stages. In the volcano plots of high-MYC and low-MYC cells, well-defined cell cycle genes at different stages are highlighted in different colors. **c** Effects of different doses of TNF-α or PDGF on the expression of MYC in low- or high-MYC cells. Unit of TNF-α or PDGF: ng/ml. AU: arbitrary unit. Experiments were repeated with similar results (*n* = 3 independent experiments).

### High-MYC cells are primed to express even higher MYC

After 7 days, low- and high-MYC cells were each serum-starved for 24 h, a condition known to arrest proliferation that puts cells into G_0_ and depresses MYC levels. Upon serum starvation, both low- and high- MYC cells dropped to the same very low baseline levels of MYC (Fig. 4c). Then cells were re-stimulated with platelet-derived growth factor (PDGF) or tumor necrosis factor-α (TNFα) for 4 h and the level of re-expressed MYC was measured. A greater percentage of high-MYC cells were induced to higher MYC levels than were the low-MYC cells. Thus, following quiescence, high-MYC cells are primed to support a greater MYC response. The results suggest that both the low- and high-MYC cells remember their setpoints through cell division in culture. The fact that high-MYC cells respond more vigorously to signals is expected, as MYC will amplify the outputs of those signals. The genes most expressed in the high-MYC cells encode mediators of inflammation and immunity suggesting that these cells may serve as sentinels that alert tissue to stress or pathological conditions.

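Ranked by level and not by fold change, 5 of the 87 genes of Supplementary Data 1 were among the 1000 genes with the highest normalized FPK in high-MYC cells, 0 were among the highest 100, and 0 were among the highest 1000 in low-MYC cells. Cxcl5 ranked 315 of 19769 genes in high-MYC and 2260 in low-MYC cells, Ccl2 ranked 377 and 1132, Ppbp 437 and 1078, Ptx3 523 and 1242, and Ccl7 581 and 2281. The median rank of the 87 genes was 12105 in high-MYC and 16147 in low-MYC cells. A list of 15 inflammatory genes had a median log2 fold change of 2.49 over the 13 that could be tested, and 1.41 after the rescaling to the same median, but 10 of the 13 are in Supplementary Data 1, which the study chose on the same libraries. The 3 tested members outside it had log2 fold changes of 1.26 (Nfkbia), 1.05 (Cxcl2) and 0.62 (Tnfaip3), all with an adjusted p under 0.01 (limma with Benjamini-Hochberg adjustment). After the rescaling the values were 0.10, 0.42 and -0.52, and only that of Tnfaip3 passed. The members outside Supplementary Data 1 that were too low to be tested were Lcn2 and Csf3. Their ratios of mean normalized FPK were 15.2 and 1.79, from low-MYC means of 0.0060 and 0.071. From the inflammatory and immune genes among those with the highest fold increase, the paper proposes that high-MYC cells are primed to take part in such responses.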

To inquire whether the high vs. low-MYC cellular epigenetic memories derive from known epigenetic mechanisms, low- and high-MYC cells were treated with agents that alter epigenetic events, in an attempt to provoke a differential response to reprogram the MYC setpoints. When the low-MYC and high-MYC pools were treated with the DNA methylation inhibitor 5-azacytidine and/or the histone deacetylase (HDAC) inhibitor Trichostatin A, the MYC levels decreased proportionately in both pools, indicating that although DNA methylation and/or histone acetylation levels affected MYC levels, they were most likely not responsible for the memory of different MYC levels between cells (Supplementary Fig. 5). It is noteworthy that whereas for most genes HDAC inhibition and consequent hyperacetylation is associated with increased expression, in the case of *Myc*, expression falls.

### FUBP1 and FUBP2 police the MYC setpoint and enforce stage I in individual cells

To examine the role of FUBPs in regulating MYC setpoints and their relationship to the stage I–II boundary, we examined MYC levels in single cells in four different populations of MEFs: (1) WT, 2) *Fubp1* KO^51^, (3) *Fubp2* KD with small interfering RNA (siRNA) (KD), and (4) *Fubp1* KO plus *Fubp2* KD (KOKD). The KD of *Fubp2* in KD and KOKD cells was validated by immunoblotting (Supplementary Fig. 6a). These cells were studied after steady-state growth (Fig. 5a) or after serum starvation followed by stimulation with either PDGF (Fig. 5b), TNFα (Fig. 5c), or FGF (Supplementary Fig. 6b), and KOKD cells become inviable after ~5 days of culture. In MEFs grown at steady state, *Fubp2* KD does not perturb the MYC CDF. Although mean MYC levels deviated upwards upon *FUBP1* KO, the boundary separating stage I and stage II was not violated. The fact that increased mean MYC level in the KO was not accompanied by increased proliferation (Supplementary Fig. 6c) may be attributable to loss of FUBP1’s direct impact on multiple cell cycle regulators^58^. The combined loss of *Fubp1* and *Fubp2* (KOKD) yielded exaggerated and erratic MYC levels that even at steady state cracked the Stage I ceiling to express Stage II levels of MYC. Thus, the FUBPs enforce MYC setpoints and prevent excursions into Stage II. That KOKD cells become inviable after ~5 days suggests that beyond MYC regulation, the FUBPs may contribute to other essential cellular functions.

**Fig. 5:**
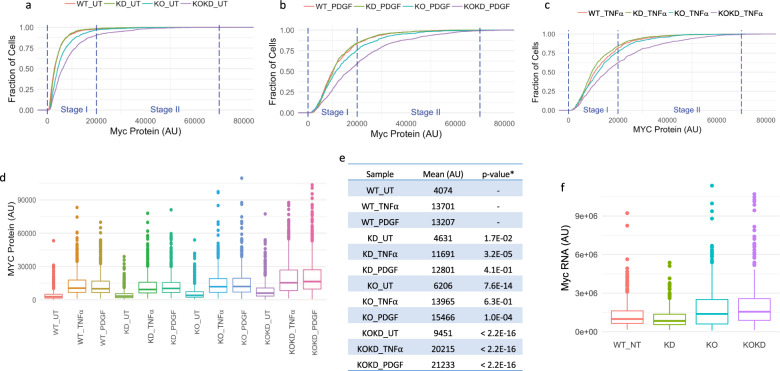
Loss of FUBP1 and FUBP2 breaks the boundaries between Stage I and II, and erases MYC setpoints in individual cells. The empirical CDF plot of MYC protein level in untreated (UT) (**a**), PDGF-stimulated (**b**), or TNFα-stimulated (**c**) MEFs are shown. **d** Loss of FUBP1 and FUBP2 causes increased MYC protein levels and variation in untreated and stimulated cells. **e** The mean of MYC protein level of samples in **d**. *T-test assuming unequal variance, compared with the wild-type sample subjected to the same treatment. **f** Loss of FUBP1 and FUBP2 causes increased Myc mRNA levels and variation. TNFα or PDGF (2 ng/ml) was used for treatment. AU: arbitrary unit. Experiments were repeated with similar results (*n* = 3 independent experiments).

When treated with high levels of TNFα or PDGF, WT and *Fubp2* KD MEFs responded identically, their almost superimposable CDFs shifting rightward to enter stage II. With stimulation, *Fubp1*-KO MEFs moved to slightly higher expression than either WT or *Fubp2* KD across almost the full range of MYC expression. TNFα or PDGF stimulation of KOKD MEFs elicits the highest and most variable levels of MYC (Fig. 5d, e and Supplementary Fig. 6d, e) seen in these experiments. RNA in situ hybridization confirmed that this increased level of MYC protein in KOKD MEFs reflected a parallel increase of Myc mRNA (Fig. 5f). We conclude that together FUBP1 and FUBP2 help to confine the MYC-setpoint to lower mean values and to limit expression variability within stage I and reduce the range of MYC expression in Stage II.

### FUBP1 binds broadly to the *Myc* gene body and 3′-end in primary MEFs

Although FUBP1 binds to FUSE in human cells, this element is imperfectly conserved in mice and differs in bases that would be predicted to attenuate binding of FUBP1 at the murine homologous location^38^. 

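Chromatin of primary MEFs, cross-linked for 8 min, was immunoprecipitated with a monoclonal antibody against FUBP1 and sequenced, with an input sample as the control. The authors aligned the reads to mm10 with Bowtie2 and called peaks with SICER, an algorithm that joins enriched windows into broad regions, in windows of 200 bp. The deposited list gives the start and end of each peak, without a score or a number of reads, for 1 ChIP-seq sample. It holds 166 peaks, all on chromosome 15, the chromosome of Myc. The starts and ends fall on window borders, so positions are known to within 200 bp. With 1 sample there is no replicate error, and the depth behind a peak is unknown. The paper reports that the ChIP antibody cross-reacts in part with FUBP2, and the list has no Fubp1 KO sample to compare with. Peaks were compared with the GENCODE M21 annotation of the same build.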

Considering the mega-base span of the *Myc* locus and as no assays have documented the profile of FUBP1 binding across the full locus in either mice or humans, we sought to survey FUBP1 binding in the *Myc* region using chromatin immunoprecipitation sequencing (ChIP-seq). Here we find that that FUBP1 binds broadly across the first exon and intron, and throughout the transcription termination region and the 3′-untranslated regions of the *Myc* gene in primary MEFs (Fig. 6a). 

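SICER peaks called against input overlap Myc at 2 places. The first peak extends from 61985801 to 61987200 on chromosome 15 (mm10), 1400 bp with a GC content of 56.6%, and covers the last 151 bases of exon 1 and the part of intron 1 that follows. It begins 410 bp downstream of the annotated transcription start at 61985391, so the first part of exon 1 lies outside the called peak. The second peak extends from 61989201 to 61991000, 1800 bp with a GC content of 43.9%. It covers 1005 bases of exon 3, including the 3′-untranslated region from 61989909 to 61990350, and runs 626 bp past the annotated end of the gene at 61990374. Between the peaks lie 2000 bp without a called peak. No other peak was called from 5000 bp upstream to 12000 bp downstream of the gene.

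**Figure D3:**
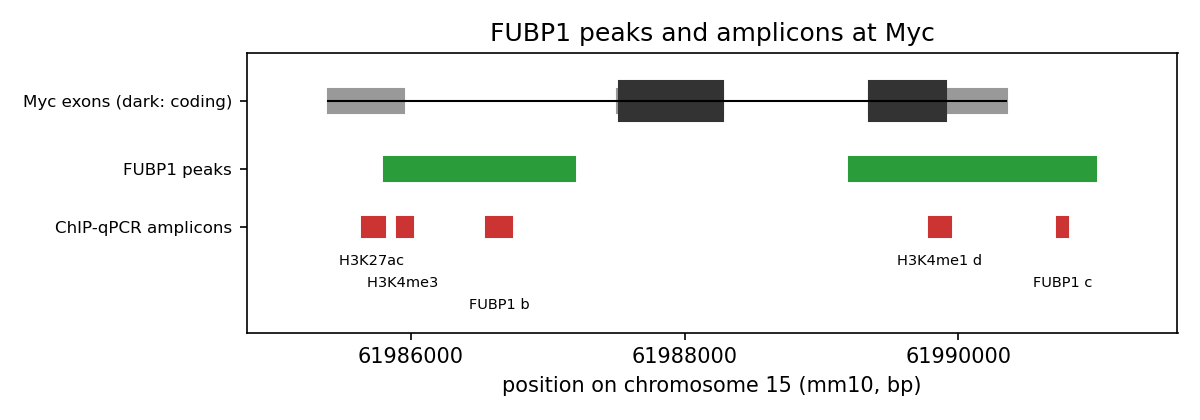
Map of the Myc locus on chromosome 15 (mm10, horizontal axis in bp) with the exons of Myc, the 2 called FUBP1 peaks and PCR amplicons of the ChIP-qPCR assays. The first peak lies on the end of exon 1 and on intron 1, and the second on exon 3 and the flank downstream.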

FUBP1 also binds broadly across many other genes (Supplementary Fig. 7), which will be analyzed and published separately. 

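Of the 166 peaks, 122 (73.5%, 95% exact Clopper-Pearson interval 66.1% to 80.0%) overlap an annotated gene by at least 1 bp. When the peaks were placed at random on the chromosome outside assembly gaps, a median of 87 overlapped a gene, and 95% of the placements lay between 74 and 99. Peaks overlapped protein-coding genes 114 times in place of 70, and protein-coding genes with a mean normalized FPK of at least 0.1 in the sorted MEFs 94 times in place of 27. In each comparison 0 of 10000 random placements reached the observed number. The overlaps fall on 72 protein-coding genes, and Asap1 has the most peaks, 10. When at least 50% of the peak had to lie inside a gene, 103 peaks (62.0%) did.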

Notably, the MYC coding region is bracketed by upstream and downstream FUBP1 peaks. 

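The coding sequence of Myc from the annotated AUG start codon in exon 2 extends from 61987522 to 61989905. The upstream peak ends 321 bases before it and covers no coding base. The downstream peak covers 560 of the 1317 coding bases (42.5%), the whole coding part of exon 3, and exon 2 lies in the interval without a peak between 61987201 and 61989200.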

Probing for FUBP1 binding at selected sites in *MYC* by ChIP-PCR yields a higher signal in *Fubp1* WT cells than in *Fubp1* KO cells (Supplementary Fig. 8a, b) (the residual binding likely represents cross-reaction of anti-FUBP1 with FUBP2 in ChIP (Supplementary Fig. 8c). When stimulated by PDGF or TNFα for 4 h, binding of FUBP1 to the *Myc* gene body increases compared with serum-starved cells (Fig. 6b), whereas the levels of FUBP1/2 are not notably affected (Supplementary Fig. 8d). Transcription through the *Myc* gene body would at least transiently expose the entire non-template strand to ssDNA binding proteins such as FUBP1. The frequency, life span, and function of such intragenic binding events remains to be evaluated.

**Fig. 6:**
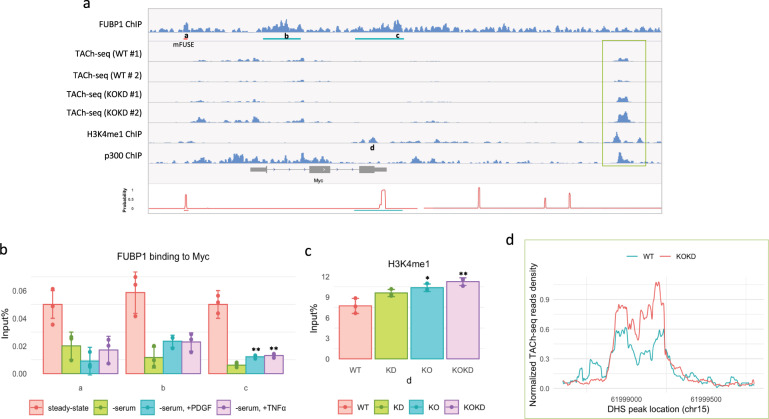
FUBP1 binds broadly to the Myc gene in parallel to the expression of MYC and loss of FUBPs causes changes in the chromatin at the Myc locus. **a** First panel: the FUBP1 ChIP-seq at *Myc* locus in MEFs. Peaks called by the SICER algorithm against input control are marked with green lines, FDR < 0.01. A mouse FUSE (mFUSE) with a high possibility of melting is marked by a pink line. The positions of the primers used in each panel of **b** and **c** were marked with the corresponding letters in this figure. The DNase hypersensitivity sites (DHS) downstream of *Myc* that were flanked by H3K4me1 peaks and overlapped with p300 peaks^84^ are marked by a light green rectangle and analyzed in **d**. Second to the fifth lines: the DHS peaks identified by TACh-seq in WT and KOKD MEFs, biological duplicates. Sixth panel: ENCODE data (ENCFF592HMA) of H3K4me1 ChIP-seq in MEFs. Seventh panel: p300 ChIP-seq in MEFs from published literature. Bottom panel: the transition probabilities calculated by SIDD algorithm as functions of base pair at the *Myc* locus and regions susceptible to melting are shown. The sequences of 3.7 kb upstream of the transcription start site (TSS) to the 1.2 kb downstream of TTS was analyzed as a superhelical domain, whereas 1.2 to 10 kb downstream of TTS was analyzed as another superhelical domain. Superhelical density = −0.06. The positions of the primers used in each panel of **b** and **c** were marked with the corresponding letters. **b** FUBP1 ChIP-qPCR results of the *Myc* locus in steady-state and PDGF- or TNFα-stimulated MEFs are shown. The positions of the primers used in each panel are marked with the corresponding letters in **a**. Experiments were performed in triplicate. **p < 0.01, *T*-test assuming unequal variance, two-tailed, compared to the serum-starved sample. **c** The results of H3K4me1 ChIP-qPCR on the *Myc* gene in WT, KD, KO, and KOKD MEFs are shown. The position of the primers used in this figure is marked with the corresponding letters in Figure a. Experiments were performed in triplicate. *p < 0.05, **p < 0.01, *T*-test assuming unequal variance, two-tailed, compared to the WT. **d** The average of the normalized TACh-seq reads density of two biological replicates of WT and KOKD MEFs were plotted on the DHS peak downstream of *Myc* (the region marked by a light green rectangle in **a**). DESeq2 analysis showed the signal of this DHS peak in KOKD is significantly higher in KOKD than that in WT (FDR < 0.05), with an average fold increase of 1.6.

A local maximum of FUBP1 binding ~2.5 kb upstream of the TSS was coincident with the strongest upstream predicted peak (mFUSE) of stress-induced duplex destabilization (SIDD)^59^; coincidence of FUBP1 binding and supercoiled-driven melting is a feature of the human FUSE region (Fig. 6a). Unlike humans, no predicted Z-DNA sites (a left-handed double helix with a 12 bp helical repeat) that would be stabilized by physiological levels of supercoiling were noted in the murine *Myc* gene. The termination region 3′ of *Myc* also supports a strong SIDD site that would compete to absorb the torsional stress required for melting with mFUSE when both sequences reside in the same topological domain. During active transcription of *Myc*, mFUSE and the 3′-SIDD sites will not reside in the same topological domain as the transcribing RNAPII is a node that separates negative supercoiling upstream from positive supercoiling downstream of the enzyme. As the polymerase transits the 3′-SIDD sites, both mFUSE and the 3′-SIDD would become embraced within the same negatively supercoiled domain and compete for melting; most of the time, the 3′-SIDD will win this competition. FUBP1 binding to mFUSE and the 3′-downstream regions of MYC were compared in high- and low-MYC cells during steady-state growth (Supplementary Fig. 8e) and found to be parallel to MYC levels (Supplementary Fig. 8f). Previous studies of the human FUSE during MYC activation revealed that immediate FUBP3 recruitment that peaks 1 h post stimulation is followed at 2 h by FUBP1 that has largely declined by 4 h^45,60^. The collapse of mFUSE would evict FUBP1 until a subsequent round of activity regenerates enough torsional stress to repeat the mFUSE-FUBP1 regulatory cycle. Although a FUBP1 binding at mFUSE declined 4 h after activation, FUBP1 remained at the coding and 3′-regions (Fig. 6b).

### Interrogating MYC for chromatin changes associated with high or low setpoints and/or FUBP action

To assess the possible involvement of processes that might relate to the epigenetic fixation of *MYC* setpoints, several features of chromatin were interrogated using ChIP-PCR and nuclease hypersensitivity analysis. Multiple changes were noted, mainly in the gene body and 3′-downstream regions of the gene. First, histone H3K4me1, H3K4me3, and H3K27ac ChIP analyses were performed on *Fubp1* WT, KD, KO, and KOKD cells (Fig. 6c and Supplementary Fig. 9). PCR probes were selected to examine regions known to be enriched for these features (ENCODE^61,62^ #ENCSR030BUT). We found that the 3′-region peak of H3K4me1 on the *Myc* gene in KO and KOKD cells is higher than that in WT cells. A dramatic increase in nuclease hypersensitivity was elicited in KOKD cells at a site 8 kb downstream of the TTS in a region that binds p300 (Fig. 6d). Together, these results indicate that the FUBPs directly or indirectly influence chromatin architecture at multiple locations throughout the *MYC* locus.

## Discussion

Before the development of single-cell methods, gene expression in tissues and cell lines had been characterized with population-wide measurements—mean levels of protein and mRNA expression, and sometimes their half-lives. The biological interpretations of these measurements have typically assumed that the birth and death of these macromolecules were independent, single, Poisson-distributed stochastic events. With the advent of fluorescence- and -omics-based methods, it has become possible to observe and explain variability in gene expression between cells. Such variability has been considered to reflect either bona fide long-lived biological variation, as similar cells progressively canalize into distinct states and/or microstates^63^, or, alternatively, the variability may arise due to intrinsic and extrinsic fluctuations within an otherwise homogeneous population^64^. Interrogating cell-to-cell variation of gene output by flow cytometry or quantitative fluorescence microscopy typically reveals a log-normal distribution of expression (a normal distribution of the logarithm of the measured parameter). Graphically, the log-normal distribution is a bell-shaped distribution with a long tail. The intercellular tallies of most proteins and RNAs exhibit such cell-to-cell variation spanning a range of one–two logs^65^. For many genes, such variation may be of little physiological or pathologic consequence; for some of these genes, such fluctuations may be simply averaged away over time, whereas for others the fluctuations may simply be tolerated with few lasting untoward consequences for imprecise expression control at the organismal level. With very short protein and mRNA half-lives, MYC would seem to be primed for fluctuating expression levels. Yet, MYC levels matter. Twofold differences in MYC levels have been associated with profound changes in cellular and organismal fates^13,19,22,23,29,30,66–68^.

The plethora of regulatory mechanisms operating on MYC expression at all levels of macromolecular synthesis and degradation would argue that MYC levels are precisely regulated. By distributing regulation across multiple levels of macromolecule synthesis and degradation, expression variation is intrinsically reduced. In addition, there may be mechanisms that actively reduce expression noise. Indeed, it has been shown that FUBP1 can contribute to a feedforward/feedback system that regulates *Myc* transcription in real-time. FUBP1 has been proposed to be a key effector that can both up- or downregulate MYC and behave as a molecular cruise control that opposes *MYC* fluctuations^29,32,45,69^. The superposition of multiple layers on *Myc* regulation might argue that its expression has been selected to be more tightly controlled than most other genes. Yet, the evidence that MYC levels are indeed held to closer tolerances has been missing.

At first glance, MYC expression at steady state seems to be a typical log-normal-like distribution with protein levels spanning more than a decade. The bulk of cells reside in the narrow low-MYC peak where overall MYC-driven transcription amplification is likely to be modest. Other cells populate a long rightward tail where MYC is expected to be on duty. Yet, sorting and re-culturing the cells from either the low-MYC or the high-MYC sides of the distribution failed to repopulate the parental profile. Thus, the log-normal appearance of the total population belies a more precise setting of MYC expression and indicates that the observed distribution must be a superposition of cell-autonomous subpopulations with differing MYC setpoints. The maintenance of these setpoints through cell division and growth arrest indicates the operation of a somatic epigenetic mechanism. Although inhibitors of DNA methylation and histone deacetylation altered MYC levels, they acted equivalently on high- and low-MYC subpopulations and failed to erode the difference between the high and low cells. We surmise that the heritable fine-tuning of MYC may involve uncharacterized epigenetic mechanisms. The fact that HDAC inhibition, which generally augments transcription, decreases MYC expression (here and as reported previously^70^) supports the existence of noncanonical epigenetic regulation of *Myc*.

We find that *Myc*-stimulation occurs in two stages in non-transformed B-cells and primary fibroblasts. In the first stage following treatment with low levels of growth factors (IL-4, FGF, PDGF, TNFα, etc.) and/or other mitogens (serum), unstressed cells shift mean MYC expression upward while respecting an upper boundary (Fig. 7). Such a regimen would seem to be well-suited for the physiological adjustments as low levels of MYC fine-tune steady-state expression.

**Fig. 7:**
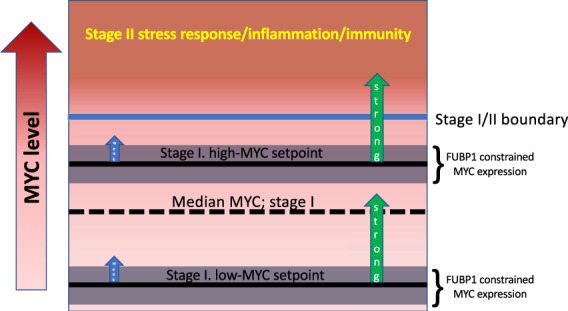
The basal levels of MYC determines the strength of the response to the stimulus. In response to a weak stimulus (left), the cells in Stage I shift upwards while adhering to the upper limit. In response to a strong stimulus (right), the basal MYC levels determine the number of cells entering into Stage II. The cells with a high-MYC setpoint are more likely to enter Stage II. FUBP1 and FUBP2 play an essential role in limiting the expression of MYC in Stage I.

When the cells are exposed to strong stimuli and express a large amount of MYC, the cells enter a second stage (Fig. 7). In Stage II, MYC expression rises acutely and becomes much more variable with a subfraction of cells displaying very high levels. Such variability has been shown to be functional in a variety of stress responses to environmental, inflammatory, or infectious challenges, where differences from one cell to the next are effectively hedged, allowing subsets of the cell population to find the optimal MYC levels. This variability is not entirely stochastic as the magnitude of the stage II response between subpopulations seems to be primed by their relative MYC setpoints in stage I. As under physiological conditions subpopulations of cells have different stage I setpoints, differing levels of stimulation may be required to drive the different subpopulations across the stage II boundary. Thus, the sensitivity to MYC-inducing signals may be tuned by adjusting the basal level of MYC. Such stable tuning of the Toll-like receptor response by MYC has been noted in mature B-cells^71,72^. The results here suggest that cells with higher basal MYC are primed to enter stage II and rapidly mount a robust stress response. As MYC amplifier-gain parallels increasing promoter output, these cells will preferentially increase their already higher levels of mediators of inflammation and immunity. High MYC stage I cells may thus serve as sentinels that alert and help to recruit their neighbors when they enter stage II (Fig. 7).

The proto-oncogene, *Myc*, becomes an oncogene through abnormal upregulation, not requiring changes in its protein sequence. Although coding mutations do occur, they primarily affect MYC stability and turnover, thereby increasing its levels rather than changing its fundamental action^73–76^. Much direct and indirect evidence suggests that MYC levels are important in proliferation and immortalization. Small changes in MYC levels prompt cell cycle-arrested cells to proliferate or to cross thresholds that trigger apoptosis^68^. When normal diploid human fibroblasts are immortalized by retroviral-transduced telomerase, these cells become senescent after knocking out a *c-Myc* allele so small changes in MYC levels are associated with dramatically different cell fates^77^. Thus, how much MYC is oncogenic? The two-stage model presented here can help explain. In primary cells, MYC levels are in stage I and are all below the ceiling. When most cells break through the upper limit and enter the Stage II, it raises a hypothesis that this may be a sign of cell state change: cells may convert into another type of cell, or into a more active state, such as become active B-cells from naive B-cells, or become immortalized or carcinogenic. Quantitative and dynamic studies of MYC levels in different contexts are needed to test this hypothesis.

To limit MYC expression in Stage I, *Myc* is tightly regulated by many signaling pathways at the transcriptional, post-transcriptional and protein regulatory levels, and Myc mRNAs and proteins are relatively unstable. FUBP1/FIR/FUSE system has been proposed to be a molecular cruise control, limiting the upward and downward shift of MYC and possibly other FUBP1 target genes by providing both positive and negative feedback^48,49^. But this system has been less explored in mice. We have mapped the FUBP1-binding profile across the *Myc* gene. Here we report a candidate mFUSE ~2.5 kb upstream of the major *Myc* TSS; this element both melts in response to supercoiling and is a local maximum of FUBP1 binding. mFUSE is predicted to be topologically coupled with a SIDD site at the 3′-end of *Myc* when both elements reside in the same topological domain. Notably, upon loss of FUBP1 and especially when lacking both FUBP1 and 2, cells spontaneously enter Stage II. After stimulation with PDGF, binding at mFUSE is diminished 4 h after stimulation with PDGF. This finding suggests that the cruise-control action must be disengaged to accelerate and sustain high *MYC* output.

FUBP1 has been found to associate with a variety of genes that regulate cell growth or death besides MYC, including p21, Ccna1, and USP29, through binding to FUSE-like upstream regulatory sequences^78–80^. FUBP1 also binds to a broadly transcribed region of *Myc* and along its 3′-end in MEFs. As FUBP1 binds to a range of single-stranded nucleic acids across a hierarchy of affinities, this intragenic and 3′-region binding along with previous works^35,36,38,44–46,51,69,81,82^ suggest that FUBP1 may regulate *Myc* transcription through conventional and unconventional incompletely characterized mechanisms that operate intragenically and at the 3′-end of *Myc*.

Among the three members of the FUBP family, FUBP2 shares ~65% sequence similarity with FUBP1 in human and mouse, and is co-expressed in almost every tissue with FUBP1, and thus their function may overlap. This study showed that a shared deficiency of both FUBP1 and FUBP2 dramatically increased both MYC levels and variability. The simultaneous loss of FUBP1 and FUBP2 may render the cells completely unable to recruit FIR (the remaining family member FUBP3 is unable to bind FIR), so that the cells lose both positive and negative feedback at the same time; therefore, the expression level will fluctuate greatly. Whether the overall level of expression rises or falls depends on the sum of the stimulatory or repressive signals of the cells at the time.

Looking ahead, the single-cell microscopy and characterization of MYC expression established in this study should instruct the further study of *Myc*, as well as of many other genes. Gene expression varies from cell to cell, and pathological deregulation of only a small subpopulation of cells may subsequently elicit disease. Treating gene levels in a cell group as a distribution rather than a single value may be the only way to understand the biology and pathology of these outliers (e.g., drug resistance and tumor relapse).

## Methods

### Cells and reagents

Primary mouse embryonic fibroblasts were prepared as previously described^51^. Briefly, on gestation Day 13.5, pregnant female mice were killed and embryos were surgically separated, decapitated, and eviscerated. The bodies were minced, digested in trypsin for 10 min, and cells were plated in T-75 flasks. Then MEFs were cultured in Dulbecco’s Modified Eagle Medium (Gibco # 10564) supplemented with 10% fetal bovine serum, 100 units/mL of penicillin, and 100 µg/mL of streptomycin (Gibco #15140) for within three passages. MEFs were 60~70% confluence before 4 h of stimulation or 24 h of treatment, and were 40~50% confluence before siRNA transfection. Primary resting naive mouse B-cells were isolated from splenocytes with anti-CD43 MicroBeads (Miltenyi Biotec) by negative selection. Antibodies to MYC (#ab32072) and FUBP1 (#ab184111) were from Abcam. LPS, mouse IL-4, and mouse FGF were from R&D Systems. Mouse PDGF was from Life Technology.

### Quantitative immunofluorescence and imaging acquisition

Primary MEFs or primary naive B-cells were seeded in a fibronectin-coated 96-well glass-bottom plate (Thermo Scientific) and fixed with 2% paraformaldehyde. Cells were incubated with MYC primary antibody and a secondary antibody coupled to Alexa Fluor 488 (Thermo Fisher) and stained with Hoechst 33342 (Thermo Fisher). Cells were imaged on a Nikon Eclipse TiE inverted fluorescence microscope with a ×20 plan apo objective (NA 0.75) using an iXon Ultra-888 camera (Andor), and GFP (450–490/495/500–550 nm) and 4′,6-diamidino-2-phenylindole (DAPI) (325–375/400/435–485 nm) filter sets, to enable the collection of separate data from individual cells, as opposed to values averaged over populations of cells. At least 1000 cells were acquired per condition.

### Myc RNA in situ hybridization and imaging acquisition

Primary MEFs were plated in 96-well plate, fixed with 2% paraformaldehyde, and stained with a fluorescent Myc RNA probe following the manufacturer’s instructions (ACD). Cells were imaged on a Nikon Eclipse TiE inverted fluorescence microscope with a ×40 plan apo objective (NA 0.75) using an iXon Ultra-888 camera (Andor), and GFP (450–490/495/500–550 nm) and DAPI (325–375/400/435–485 nm) filter sets, to enable the collection of separate data from individual cells, as opposed to values averaged over populations of cells. At least 100 cells were acquired per condition.

### Flow cytometry analysis and cell sorting

Primary MEFs from *Myc-Egfp*^+/+^ mice were treated with 20 µM of MG-132 for 6 h, to inhibit proteasome degradation of MYC and therefore enhance the MYC-GFP signal, and then sorted for low- and high-GFP cells. The results were analyzed by Flowjo software.

### WST-1 proliferation assay

The low-MYC and high-MYC cells after sorting were seeded in triplicate in a 100 µl volume. Ten microliters of WST-1 (Sigma) was added to the cells and absorbance was measured at 450 nm against 655 nm after 0.5 h.

### RNA sequencing

After sorting, the low-MYC and high-MYC cells were seeded overnight. Considering the effects of MYC on global gene expression, external RNA spike-in control (ERCC, Thermo Fisher Scientific) was added to cells in proportion to cell count before total RNA extraction. The mRNA libraries were prepared using TruSeq Stranded mRNA (Illumina) and sequenced on a NextSeq sequencer.

### RNA interference

WT and *Fubp1* KO MEFs were transfected with 100 nM of mouse *Fubp2* or non-target siRNA (Dharmacon) for 48 h using Dharmacon transfection reagents.

### ChIP-seq and ChIP-qPCR

ChIP samples were prepared following regular ChIP protocol with minor modifications. Briefly, primary MEFs were cross-linked with 1% formaldehyde for 8 min (FUBP1 ChIP) or 2 min (H3K4me1, H3K4me3, and H3K27ac ChIP), and the cross-linking was terminated by adding glycine to a final concentration of 0.125 M. After collecting cells, the cell pellets were resuspended in RIPA buffer supplemented with protease inhibitors. Samples were sonicated to produce chromatin fragments of 300 bp on average and subjected to immunoprecipitation. Five micrograms of rabbit monoclonal anti-FUBP1 antibody (Abcam, ab181111), anti-H3K4me1 (Abcam, #ab8895), anti-H3K4me3 (Millipore, Sigma, #04-745), and anti-H3K27ac (ActiveMotif #39034) were used for the immunoprecipitation. The immunoprecipitated samples were subjected to library preparation and sequencing (ChIP-seq), or to qPCR quantification with SYBR Green. The ChIP-seq data sets for H3K4me1, H3K4me3, and H3K27ac in primary MEFs are from ENCODE data set ENCSR030BUT. The antibodies listed above for the histone marks ChIP-qPCR are the same as those used for the ENCODE data. The primers for FUBP1, H3K4me1, H3K4me3, and H3K27ac ChIP-qPCR on the *Myc* gene are listed in Supplementary Table 1.

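Primer pairs could be placed by exact matches to chromosome 15 of mm10. Pair b of the FUBP1 assay amplifies 61986550 to 61986735 on chromosome 15, in intron 1 and inside the upstream FUBP1 peak. Pair c amplifies 61990721 to 61990801, which begins 347 bp past the annotated end of Myc and lies inside the downstream peak. The H3K4me1 pair d amplifies 61989787 to 61989943 in exon 3, also inside the downstream peak. The H3K4me3 pair covers 61985899 to 61986016 at the border of exon 1 and intron 1, and the H3K27ac pair covers 61985642 to 61985812 in exon 1; the upstream peak overlaps both.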

### TACh sequencing

The TACh sequencing (TACh-seq) was performed as previously described with modification^83^. Briefly, MEFs were lysed in hypertonic lysis buffer and digested with Cyanase (RiboSolutions) for 3 min at 37 °C. Reactions were terminated by the addition of EDTA (10 mM final) and SDS (0.75% final). After RNA and protein digestion, DNA was purified and the fragments of 100–600 bp were selected by gel electrophoresis. The sequencing libraries were prepared using TruSeq Chip Sample Prep Kit (Illumina) and sequenced on a NextSeq sequencer.

### Immunoblotting

Samples were lysed in radioimmunoprecipitation buffer for 30 min and 30 μg of total protein was used for immunoblotting.

#### Quantitative immunofluorescence and Myc RNA in situ hybridization

Image acquisition, automated segmentation, and intensity measurements were performed using Nikon Elements software version 4.30.02. For MYC protein immunostaining, the nuclear size indicated by Hoechst and the mean nuclear fluorescence intensity of MYC were measured in single cells, and the total amount of MYC protein was calculated as the product of mean intensity and the nuclear size. For Myc RNA in situ hybridization, the cell boundary of the bright-field image was determined by the Contour function provided by the Nikon Elements software and the cell size was determined. Total Myc mRNA intensity was calculated as the product of mean intensity and cell size. Data were analyzed and plotted using custom R software. The analysis codes are available from the corresponding author upon request.

#### RNA-seq analysis

RNA-seq data were processed using Partek Flow (Partek) and custom R code. After trimming bases on the 3′-end with quality scores below 20, reads were aligned to the mouse transcriptome (mm10) using TopHat. For each ERCC RNA, the number of reads mapping to that transcript was divided by the transcript length to yield Fragments Per Kilobase (FPK). From the top 50 expressed transcripts as measured by average FPK over all samples, a set of 10 highly correlated transcripts was used to represent the quantity of spike-in RNA in each sample. The normalization score for each sample was then calculated as the geometric mean of the expression (FPK) of those ten genes in that sample. Reads mapped to the transcriptome were quantified using the Partek E/M algorithm. For each transcript, the number of reads quantified to that transcript was divided by the transcript length to yield FPK, then divided by the normalization score for that sample to normalize to the number of cells. The normalized FPK of low-MYC and high-MYC cells were compared.

#### ChIP-seq analysis

After trimming bases on both ends with quality scores below 20, reads were aligned to the mouse genome (mm10) using Bowtie2. ChIP-seq peaks were called using SICER. The input DNA sequenced on the same lane was used as the control.

#### ChIP-qPCR analysis

The Cq of each ChIP sample was analyzed relative to the input, as this included normalization of background levels and the amount of chromatin for ChIP.

#### TACh-seq analysis

After trimming bases on both ends with quality scores below 20, reads were aligned to the mouse genome (mm10) using Bowtie2. The TACh-seq peaks were called using SICER. The difference in read density of the TACh-seq peaks between WT and KOKD MEFs was analyzed using DESeq2.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

Peer Review File

## Data Availability

The RNA-seq, ChIP-seq, and TACh-seq sequencing data that support the findings of this study are available in GEO, accession number GSE143800. Source data for the main figures is provided in Supplementary Data 2. All other data that support the findings of this study are available from the corresponding author upon reasonable request.

## References

[1] Conacci-Sorrell M, McFerrin L, Eisenman RN (2014). An overview of MYC and its interactome. Cold Spring Harb. Perspect. Med..

[2] Dang CV (2012). MYC on the path to cancer. Cell.

[3] Hanahan D, Weinberg RA (2011). Hallmarks of cancer: the next generation. Cell.

[4] Wasylishen AR, Penn LZ (2010). Myc: the beauty and the beast. Genes cancer.

[5] Kim J, Chu J, Shen X, Wang J, Orkin SH (2008). An extended transcriptional network for pluripotency of embryonic stem cells. Cell.

[6] Lin CH, Lin C, Tanaka H, Fero ML, Eisenman RN (2009). Gene regulation and epigenetic remodeling in murine embryonic stem cells by c-Myc. PLoS ONE.

[7] Rahl PB (2010). c-Myc regulates transcriptional pause release. Cell.

[8] Lin CY (2012). Transcriptional amplification in tumor cells with elevated c-Myc. Cell.

[9] Lorenzin, F. et al. Different promoter affinities account for specificity in MYC-dependent gene regulation. *eLife***5**, e15161 (2016).10.7554/eLife.15161PMC496320227460974

[10] Nie Z (2012). c-Myc is a universal amplifier of expressed genes in lymphocytes and embryonic stem cells. Cell.

[11] Wolf E, Lin CY, Eilers M, Levens DL (2015). Taming of the beast: shaping Myc-dependent amplification. Trends Cell Biol..

[12] Davis AC, Wims M, Spotts GD, Hann SR, Bradley A (1993). A null c-myc mutation causes lethality before 10.5 days of gestation in homozygotes and reduced fertility in heterozygous female mice. Genes Dev..

[13] Mateyak MK, Obaya AJ, Adachi S, Sedivy JM (1997). Phenotypes of c-Myc-deficient rat fibroblasts isolated by targeted homologous recombination. Cell Growth Differ..

[14] Dave, K. et al. Mice deficient of Myc super-enhancer region reveal differential control mechanism between normal and pathological growth. *eLife***6**, e23382 (2017).10.7554/eLife.23382PMC546111028583252

[15] Dubois NC (2008). Placental rescue reveals a sole requirement for c-Myc in embryonic erythroblast survival and hematopoietic stem cell function. Development.

[16] Scognamiglio R (2016). Myc depletion induces a pluripotent dormant state mimicking diapause. Cell.

[17] Bettess MD (2005). c-Myc is required for the formation of intestinal crypts but dispensable for homeostasis of the adult intestinal epithelium. Mol. Cell. Biol..

[18] He C (2008). c-myc in the hematopoietic lineage is crucial for its angiogenic function in the mouse embryo. Development.

[19] Hofmann JW (2015). Reduced expression of MYC increases longevity and enhances healthspan. Cell.

[20] Li F (2006). Conditional deletion of c-myc does not impair liver regeneration. Cancer Res..

[21] Oskarsson T (2006). Skin epidermis lacking the c-Myc gene is resistant to Ras-driven tumorigenesis but can reacquire sensitivity upon additional loss of the p21Cip1 gene. Genes Dev..

[22] Trumpp A (2001). c-Myc regulates mammalian body size by controlling cell number but not cell size. Nature.

[23] Liu J, Levens D (2006). Making myc. Curr. Top. Microbiol. Immunol..

[24] Wierstra I, Alves J (2008). The c-myc promoter: still MysterY and challenge. Adv. Cancer Res..

[25] Chapuy B (2013). Discovery and characterization of super-enhancer-associated dependencies in diffuse large B cell lymphoma. Cancer Cell.

[26] Affer M (2014). Promiscuous MYC locus rearrangements hijack enhancers but mostly super-enhancers to dysregulate MYC expression in multiple myeloma. Leukemia.

[27] Lovén J (2013). Selective inhibition of tumor oncogenes by disruption of super-enhancers. Cell.

[28] Schuijers J (2018). Transcriptional dysregulation of MYC reveals common enhancer-docking mechanism. Cell Rep..

[29] Levens, D. Cellular MYCro economics: balancing MYC function with MYC expression. *Cold Spring Harb. Perspect. Med.***3**, a014233 (2013).10.1101/cshperspect.a014233PMC380877124186489

[30] Levens D (2010). You don’t muck with MYC. Genes cancer.

[31] Zaytseva, O. & Quinn, L. M. Controlling the master: chromatin dynamics at the MYC promoter integrate developmental signaling. *Genes***8**, 118 (2017).10.3390/genes8040118PMC540686528398229

[32] Zaytseva O, Quinn LM (2018). DNA conformation regulates gene expression: the MYC promoter and beyond. Bioessays.

[33] Avigan MI, Strober B, Levens D (1990). A far upstream element stimulates c-myc expression in undifferentiated leukemia cells. J. Biol. Chem..

[34] Davis-Smyth T, Duncan RC, Zheng T, Michelotti G, Levens D (1996). The far upstream element-binding proteins comprise an ancient family of single-strand DNA-binding transactivators. J. Biol. Chem..

[35] Duncan R (1994). A sequence-specific, single-strand binding protein activates the far upstream element of c-myc and defines a new DNA-binding motif. Genes Dev..

[36] Michelotti GA (1996). Multiple single-stranded cis elements are associated with activated chromatin of the human c-myc gene in vivo. Mol. Cell. Biol..

[37] Zhang J, Chen QM (2013). Far upstream element binding protein 1: a commander of transcription, translation and beyond. Oncogene.

[38] Benjamin LR (2008). Hierarchical mechanisms build the DNA-binding specificity of FUSE binding protein. Proc. Natl Acad. Sci. USA.

[39] Siebel CW, Kanaar R, Rio DC (1994). Regulation of tissue-specific P-element pre-mRNA splicing requires the RNA-binding protein PSI. Genes Dev..

[40] Bettegowda C (2011). Mutations in CIC and FUBP1 contribute to human oligodendroglioma. Science.

[41] Debaize L, Troadec MB (2019). The master regulator FUBP1: its emerging role in normal cell function and malignant development. Cell Mol. Life Sci..

[42] Braddock DT, Louis JM, Baber JL, Levens D, Clore GM (2002). Structure and dynamics of KH domains from FBP bound to single-stranded DNA. Nature.

[43] Cukier CD (2010). Molecular basis of FIR-mediated c-myc transcriptional control. Nat. Struct. Mol. Biol..

[44] Liu J (2001). Defective interplay of activators and repressors with TFIH in xeroderma pigmentosum. Cell.

[45] Liu J (2006). The FUSE/FBP/FIR/TFIIH system is a molecular machine programming a pulse of c-myc expression. EMBO J..

[46] Liu J (2000). The FBP interacting repressor targets TFIIH to inhibit activated transcription. Mol. Cell.

[47] Hsiao HH (2010). Quantitative characterization of the interactions among c-myc transcriptional regulators FUSE, FBP, and FIR. Biochemistry.

[48] Kouzine F (2013). Transcription-dependent dynamic supercoiling is a short-range genomic force. Nat. Struct. Mol. Biol..

[49] Kouzine F, Liu J, Sanford S, Chung HJ, Levens D (2004). The dynamic response of upstream DNA to transcription-generated torsional stress. Nat. Struct. Mol. Biol..

[50] Quinn LM (2017). FUBP/KH domain proteins in transcription: back to the future. Transcription.

[51] Zhou W (2016). Far upstream element binding protein plays a crucial role in embryonic development, hematopoiesis, and stabilizing Myc expression levels. Am. J. Pathol..

[52] Eldar A, Elowitz MB (2010). Functional roles for noise in genetic circuits. Nature.

[53] Dani C (1984). Extreme instability of myc mRNA in normal and transformed human cells. Proc. Natl Acad. Sci. USA.

[54] Sears R, Leone G, DeGregori J, Nevins JR (1999). Ras enhances Myc protein stability. Mol. cell.

[55] Iritani BM, Eisenman RN (1999). c-Myc enhances protein synthesis and cell size during B lymphocyte development. Proc. Natl Acad. Sci. USA.

[56] Johnston LA, Prober DA, Edgar BA, Eisenman RN, Gallant P (1999). Drosophila myc regulates cellular growth during development. Cell.

[57] Grant GD (2013). Identification of cell cycle-regulated genes periodically expressed in U2OS cells and their regulation by FOXM1 and E2F transcription factors. Mol. Biol. Cell.

[58] Kang, M. et al. Multiple functions of Fubp1 in cell cycle progression and cell survival. *Cells***9**, 1347 (2020).10.3390/cells9061347PMC734973432481602

[59] Zhabinskaya D, Madden S, Benham CJ (2015). SIST: stress-induced structural transitions in superhelical DNA. Bioinformatics.

[60] Chung HJ (2006). FBPs are calibrated molecular tools to adjust gene expression. Mol. Cell. Biol..

[61] The ENCODE Project Consortium. An integrated encyclopedia of DNA elements in the human genome. *Nature***489**, 57–74 (2012).10.1038/nature11247PMC343915322955616

[62] Davis CA (2018). The encyclopedia of DNA elements (ENCODE): data portal update. Nucleic Acids Res..

[63] Waddington CH (1959). Canalization of development and genetic assimilation of acquired characters. Nature.

[64] Swain PS, Elowitz MB, Siggia ED (2002). Intrinsic and extrinsic contributions to stochasticity in gene expression. Proc. Natl Acad. Sci. USA.

[65] Niepel M, Spencer SL, Sorger PK (2009). Non-genetic cell-to-cell variability and the consequences for pharmacology. Curr. Opin. Chem. Biol..

[66] Johnston LA (2014). Socializing with MYC: cell competition in development and as a model for premalignant cancer. Cold Spring Harb. Perspect. Med..

[67] Moreno E, Basler K (2004). dMyc transforms cells into super-competitors. Cell.

[68] Murphy DJ (2008). Distinct thresholds govern Myc’s biological output in vivo. Cancer Cell.

[69] Kouzine F, Sanford S, Elisha-Feil Z, Levens D (2008). The functional response of upstream DNA to dynamic supercoiling in vivo. Nat. Struct. Mol. Biol..

[70] Collins I, Weber A, Levens D (2001). Transcriptional consequences of topoisomerase inhibition. Mol. Cell. Biol..

[71] Heinzel S (2017). A Myc-dependent division timer complements a cell-death timer to regulate T cell and B cell responses. Nat. Immunol..

[72] Meyer-Bahlburg A, Bandaranayake AD, Andrews SF, Rawlings DJ (2009). Reduced c-myc expression levels limit follicular mature B cell cycling in response to TLR signals. J. Immunol..

[73] Spencer CA, Groudine M (1991). Control of c-myc regulation in normal and neoplastic cells. Adv. Cancer Res..

[74] Marcu KB, Bossone SA, Patel AJ (1992). myc function and regulation. Annu Rev. Biochem..

[75] Sears RC (2004). The life cycle of C-myc: from synthesis to degradation. Cell Cycle.

[76] Peter M (2006). MYC activation associated with the integration of HPV DNA at the MYC locus in genital tumors. Oncogene.

[77] Guney I, Wu S, Sedivy JM (2006). Reduced c-Myc signaling triggers telomere-independent senescence by regulating Bmi-1 and p16(INK4a). Proc. Natl Acad. Sci. USA.

[78] Debaize L (2018). Interplay between transcription regulators RUNX1 and FUBP1 activates an enhancer of the oncogene c-KIT and amplifies cell proliferation. Nucleic Acids Res..

[79] Liu J (2011). JTV1 co-activates FBP to induce USP29 transcription and stabilize p53 in response to oxidative stress. EMBO J..

[80] Rabenhorst, U. et al. Single-stranded DNA-binding transcriptional regulator FUBP1 is essential for fetal and adult hematopoietic stem cell self-renewal. *Cell Rep.***11**, 1847–1855 (2015).10.1016/j.celrep.2015.05.03826095368

[81] He L (2000). Loss of FBP function arrests cellular proliferation and extinguishes c-myc expression. EMBO J..

[82] Weber A, Liu J, Collins I, Levens D (2005). TFIIH operates through an expanded proximal promoter to fine-tune c-myc expression. Mol. Cell. Biol..

[83] Grontved L (2012). Rapid genome-scale mapping of chromatin accessibility in tissue. Epigenet. Chromatin.

[84] Chronis C (2017). Cooperative binding of transcription factors orchestrates reprogramming. Cell.

# Supplementary material for: FUBP1 and FUBP2 enforce distinct epigenetic setpoints for MYC expression in primary single murine cells
**Source:** Commun Biol. 2020 Oct 1;3:545. doi: 10.1038/s42003-020-01264-x
**Supplement:** Supplementary file 1 — Supplementary Information

a

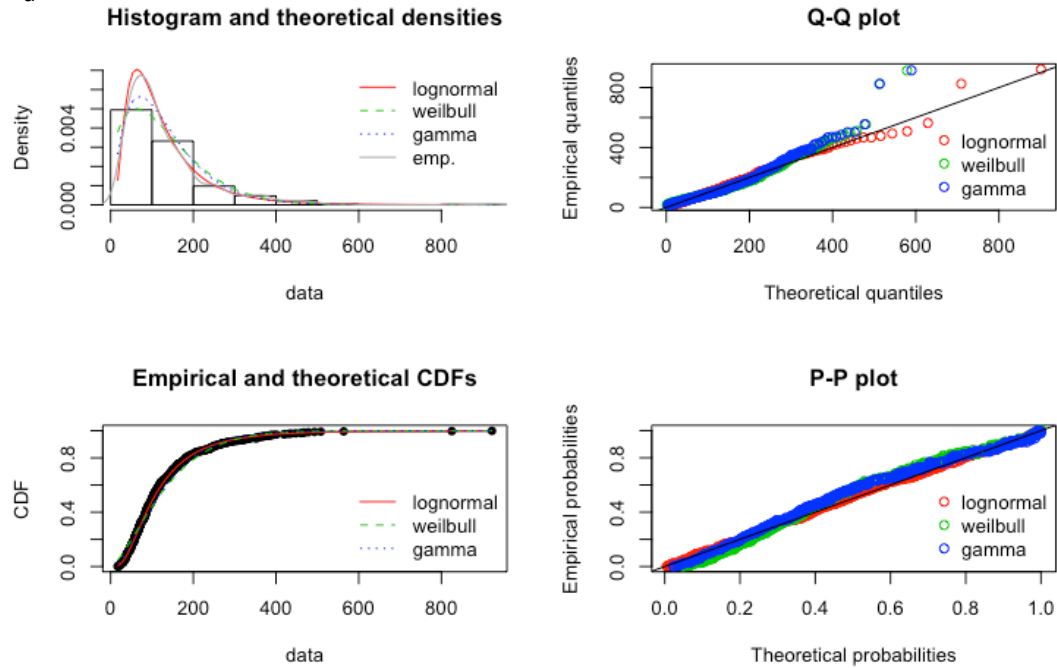

b

Goodness-of-fit statistics

|                              | lnorm      | weibull    | gamma      |
|------------------------------|------------|------------|------------|
| Kolmogorov-Smirnov statistic | 0.03037057 | 0.08827246 | 0.08082785 |
| Cramer-von Mises statistic   | 0.05573098 | 1.19553589 | 0.80349630 |
| Anderson-Darling statistic   | 0.37001956 | 7.73195668 | 4.60637049 |

Goodness-of-fit criteria

|                                | lnorm    | weibull  | gamma    |
|--------------------------------|----------|----------|----------|
| Akaike's Information Criterion | 5839.048 | 5933.885 | 5890.646 |
| Bayesian Information Criterion | 5847.525 | 5942.362 | 5899.122 |

**Supplementary Figure 1. MYC Expression Level in Single MEF May Fit Lognormal Distribution.** Distribution of Myc mRNA expression in single MEF were fitted to lognormal, Weibull and gamma distribution. (a) The empirical and theoretical PDF plot (upper left), CDF (lower left), Q-Q plot (upper right), and P-P plot (lower right) are shown. (b) The Goodness-of-fit statistics of the three fittings.

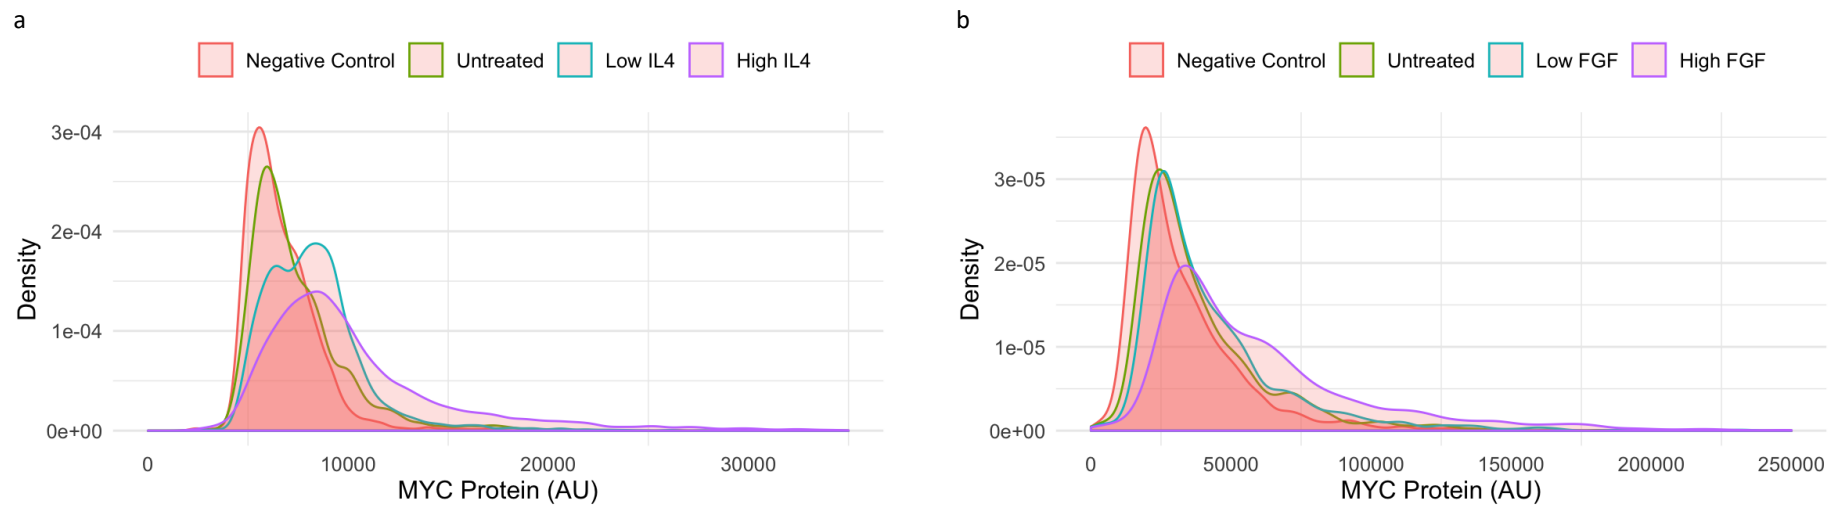

a

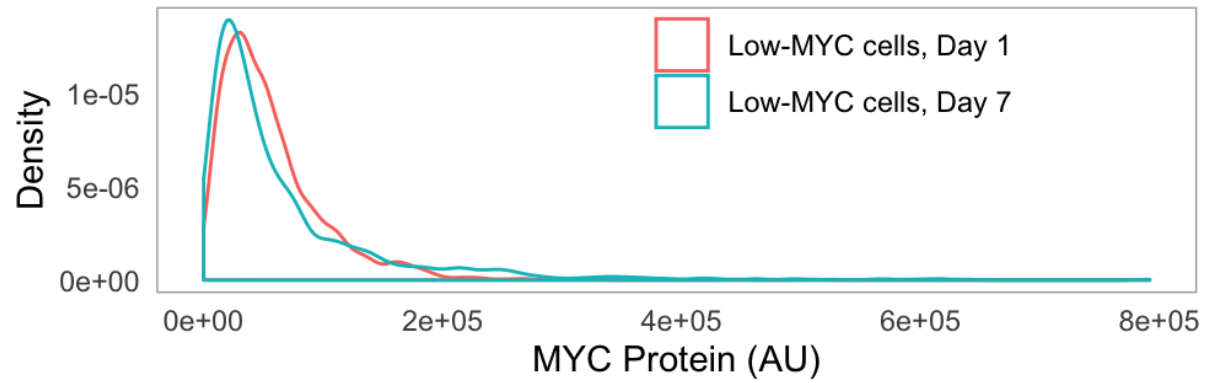

b

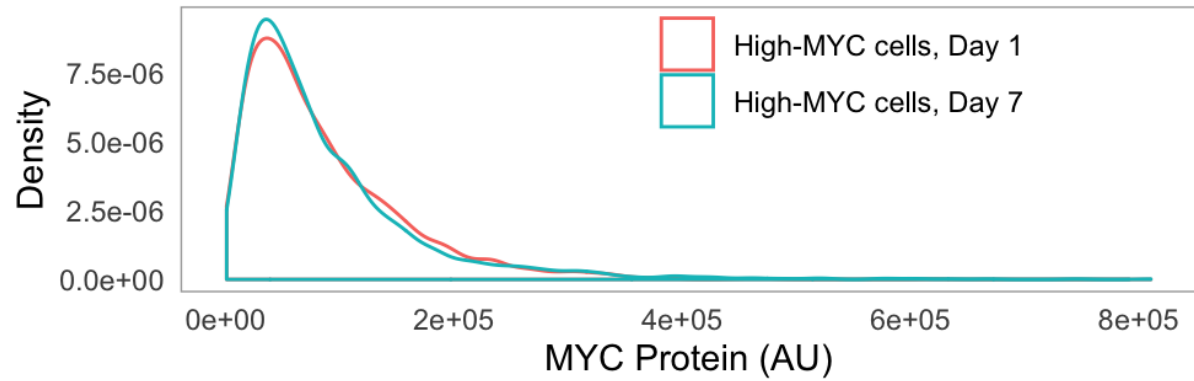

**Supplementary Figure 3. The Distribution of MYC Levels in Low-MYC Cells Increased Slightly, while the Distribution of MYC Levels Remained Unchanged in High-MYC Cells after 1 Week of Culture.** The density plot of MYC levels in the low- (a) or high-MYC (b) cells on day 1 or 7 after sorting were shown. AU: arbitrary unit.

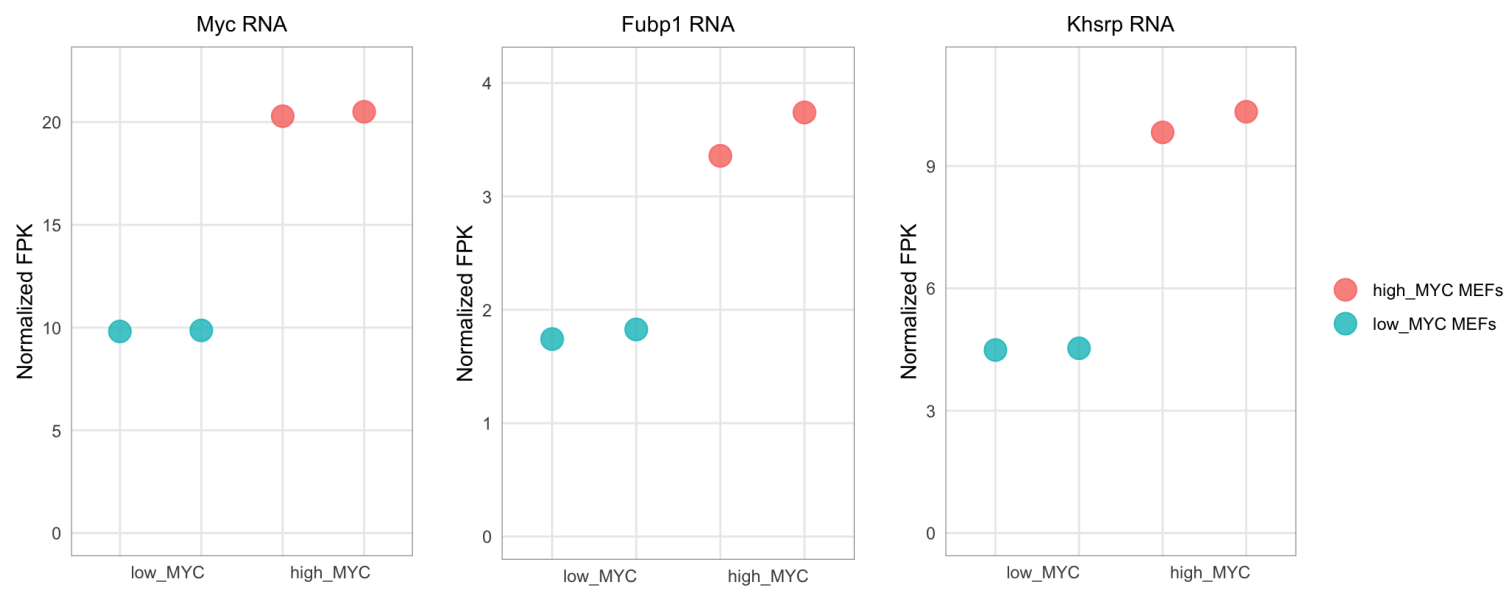

**Supplementary Figure 4: *Myc*, *Fubp1* and *Fubp2/Khsrp* Levels at Low- and High-MYC MEFs.** The *Myc*, *Fubp1* and *Fubp2/khsrp* mRNA levels from RNA-seq of low-MYC and high-MYC cells were shown. Each of the low-MYC and high-MYC RNA-seq samples has two technical replicates.

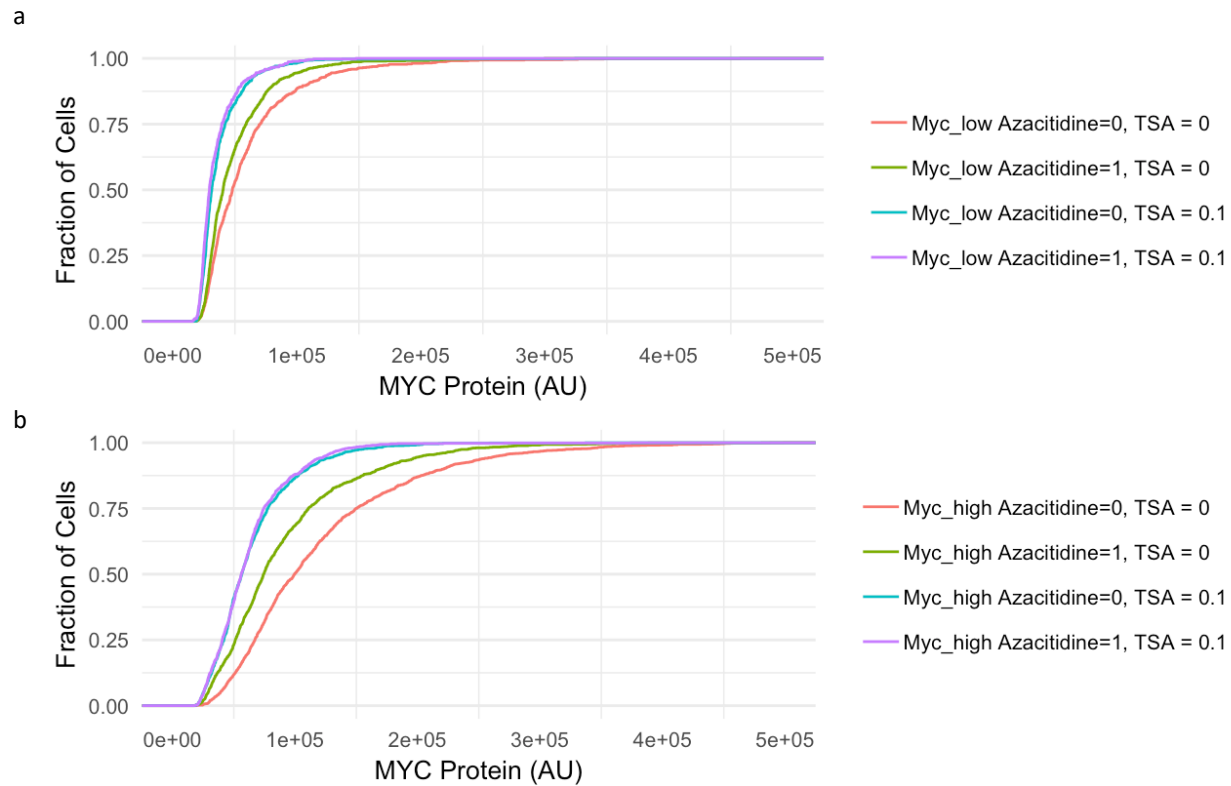

**Supplementary Figure 5. Treatment with DNA Methylation Inhibitor 5-azacytidine and/or HDAC Inhibitor Tricostatin A (TSA) Decreases MYC Expression in Both Low- and High-MYC Cells.** The low- (a) or high-MYC (b) cells were treated with 5-azacytidine or TSA for 24 h, and the empirical CDF plot of MYC levels were shown. Unit of inhibitor concentration:  $\mu\text{M}$ . AU: arbitrary unit.

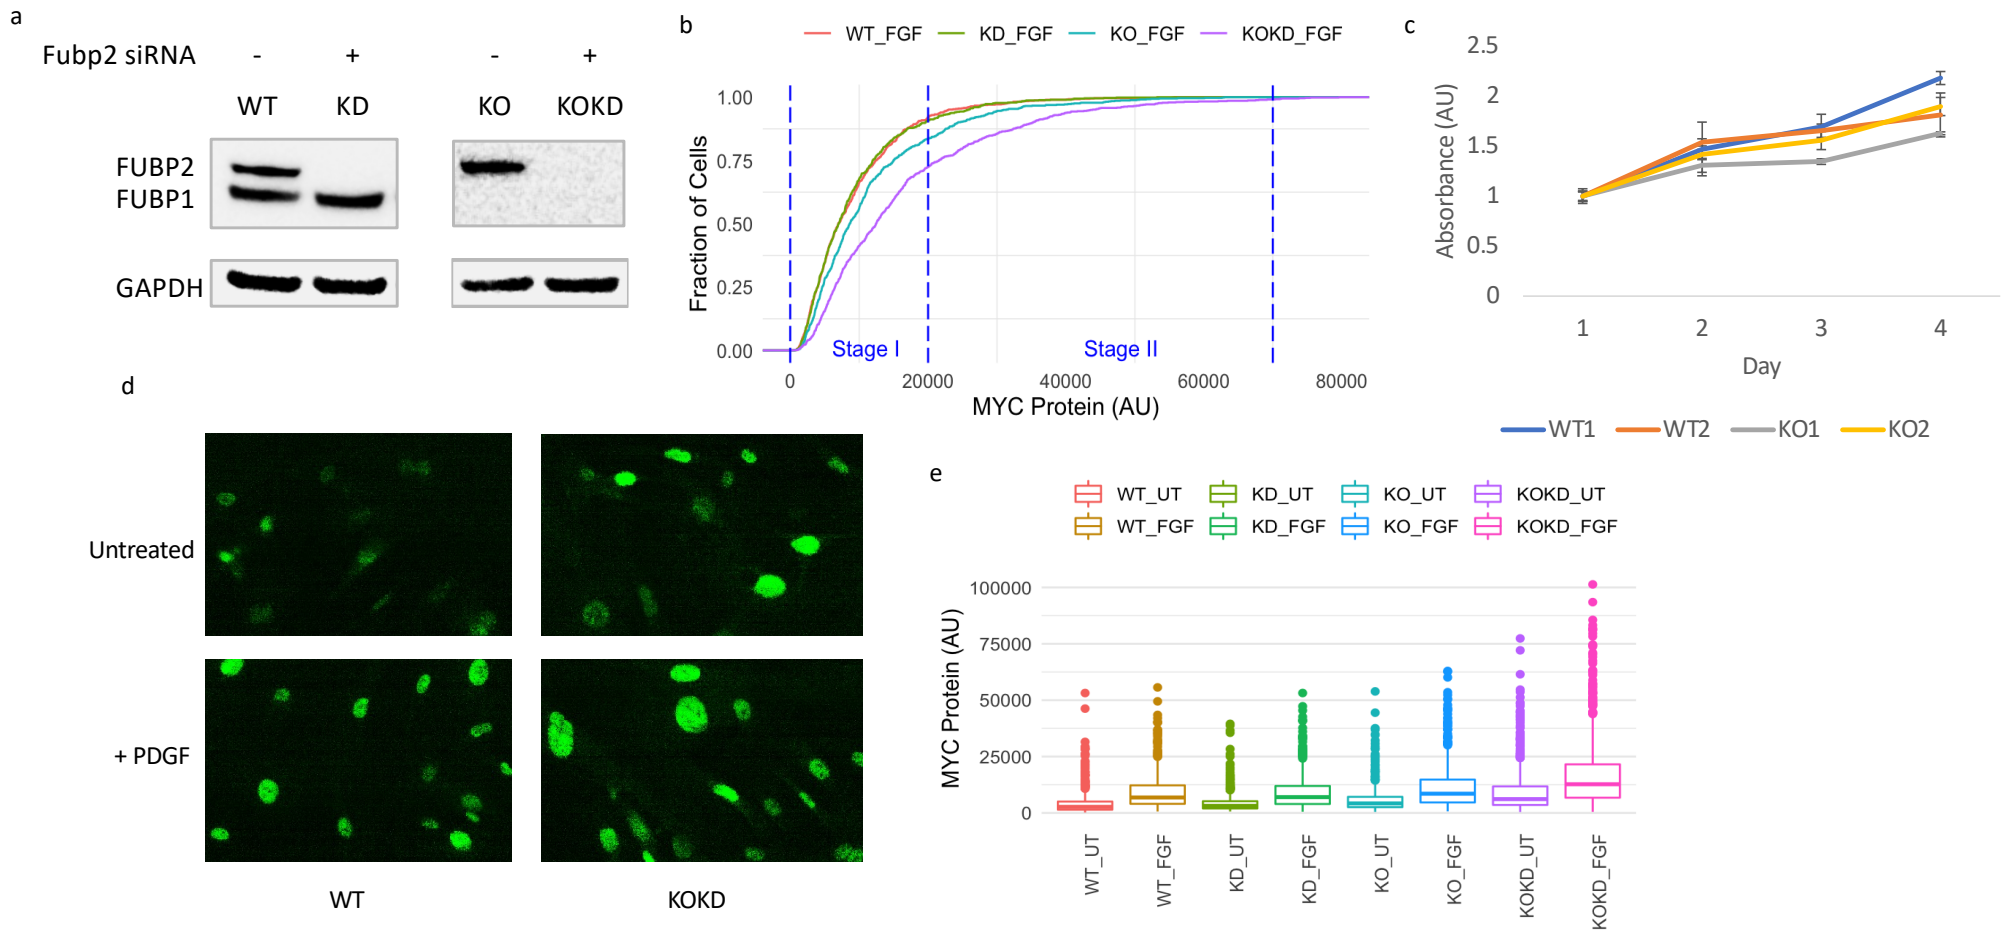

**Supplementary Figure 6. Loss of FUBP1 and FUBP2 Causes Increased MYC Levels and Variations in Steady-State (Untreated) and Stimulated Cells.** (a) Validation of *Fubp2* Knockdown. The Fubp1 wildtype and knockout MEFs were transfected with non-target siRNA or Fubp2 siRNA for 48 h and followed by western blot analysis. (b) The empirical CDF plot of MYC protein level in FGF-stimulated WT, KD, KO and KOKD MEFs are shown. (c) Proliferation of WT and KO MEFs Determined by WST-1 Assay. Two biological replicate of WT or KO MEFs were examined, and experiments were performed in triplicate. AU: arbitrary unit. (d) The WT and KOKD cells were untreated or treated with PDGF, and representative images of MYC immunostaining were shown. AU: arbitrary unit. (e) The box plot shows loss of FUBP1 and FUBP2 causes increased MYC protein levels and variations in untreated and FGF-stimulated cells. Two ng/ml of FGF were used for treatment. Experiments were repeated with similar results.

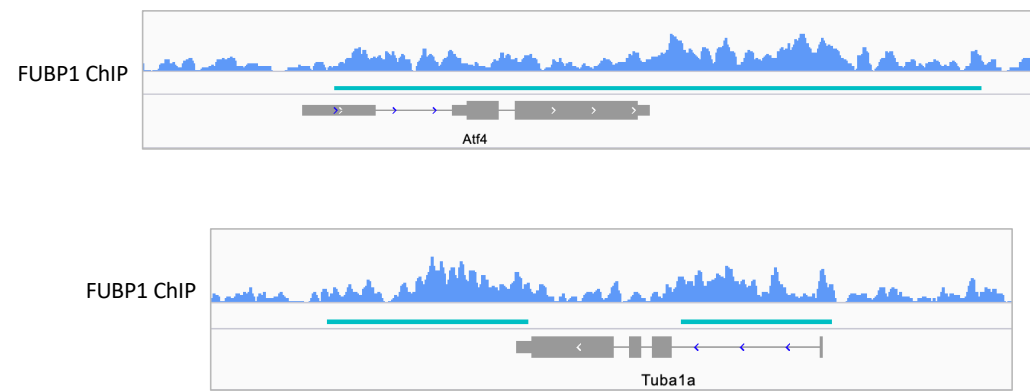

**Supplementary Figure 7. FUBP1 Binds Broadly Across *Atf4* and *Tuba1a* Genes.** These are examples of genes with a FUBP1 binding pattern similar to FUBP1 binding to *Myc*. Peaks called by SICER algorithm against input control are marked by green line. FDR < 0.01.

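Atf4 and Tuba1a are on the same chromosome as Myc, so that their peaks are part of the list analysed here. Atf4 lies on the plus strand of chromosome 15 from 80255184 to 80257541 (mm10), and a single called peak of 4400 bp extends from 80255401 to 80259800, over most of the gene and its downstream flank. Tuba1a lies on the minus strand from 98949837 to 98953703. A peak of 1800 bp from 98951801 to 98953600 covers its 5′ part, and a peak of 2400 bp from 98947601 to 98950000 covers its 3′ end and the flank downstream. Both genes are abundant in MEFs, with a mean normalized FPK over the sorted low-MYC and high-MYC libraries of 49.5 for Atf4 and 254 for Tuba1a.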

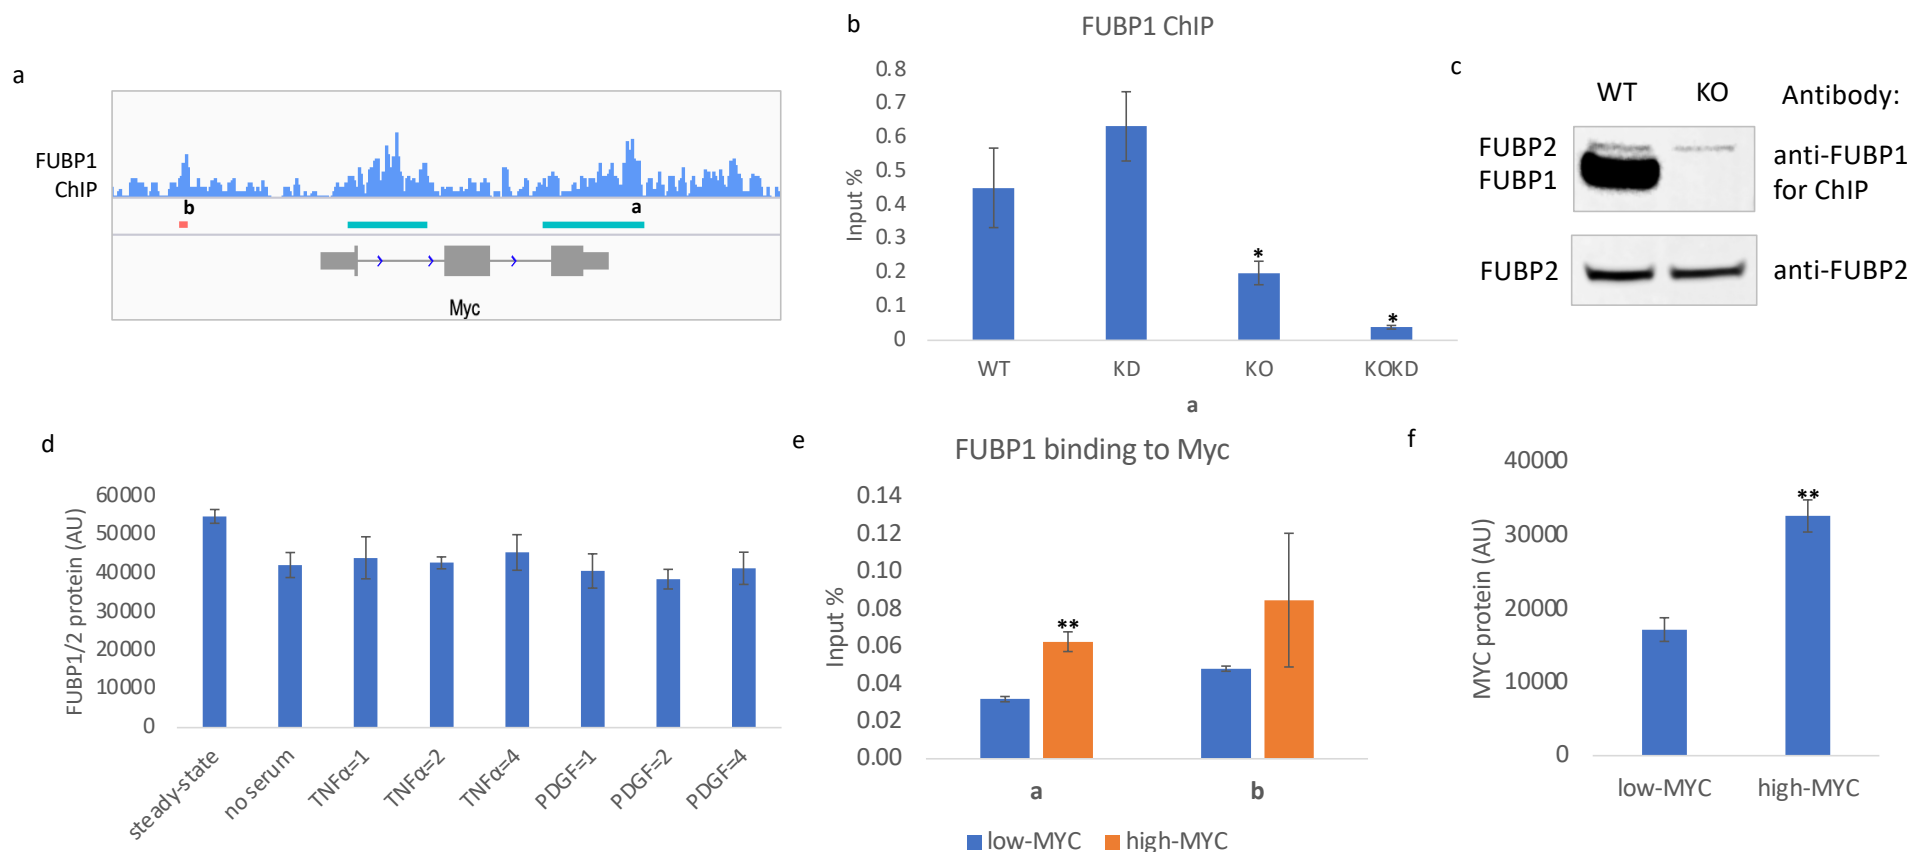

**Supplementary Figure 8. The Binding of FUBP1 to the *Myc* Locus is Higher in High-MYC Cells Than in Low-MYC Cells.** (a) The FUBP1 ChIP-seq at *Myc* locus in MEFs. The positions of the primers used in Figures b and e were marked with the corresponding letters in this figure. (b) FUBP1 ChIP-qPCR on the *Myc* Locus of WT, KD, KO and KOKD Cells. The positions of the primers used in this figure are marked with the corresponding letters. \*, p<0.01, T-test assuming unequal variance, compared with the wildtype sample. (c) Some cross-reaction of the anti-FUBP1 antibody for ChIP (Abcam #ab181111) with FUBP2. The cell lysates of Fubp1 wildtype and knockout MEFs were immunoblotted with anti-FUBP1 antibody for ChIP and anti-FUBP2 antibody. (d) The quantitative immunostaining results of FUBP1/2 at steady-state or upon stimulation with PDGF or TNF $\alpha$  stimulation. AU: arbitrary unit. Experiments were performed in triplicate. (e) FUBP1 ChIP-qPCR on the *Myc* Locus of low-MYC and high-MYC MEFs. The positions of the primers used in this figure are marked with the corresponding letters in Figure a. (f) The mean MYC protein levels in the low- or high-MYC MEFs are shown. Experiments were performed in triplicate. AU: arbitrary unit. (e-f) \*\*, p< 0.01, T-test assuming unequal variance, compared with the low-MYC sample.

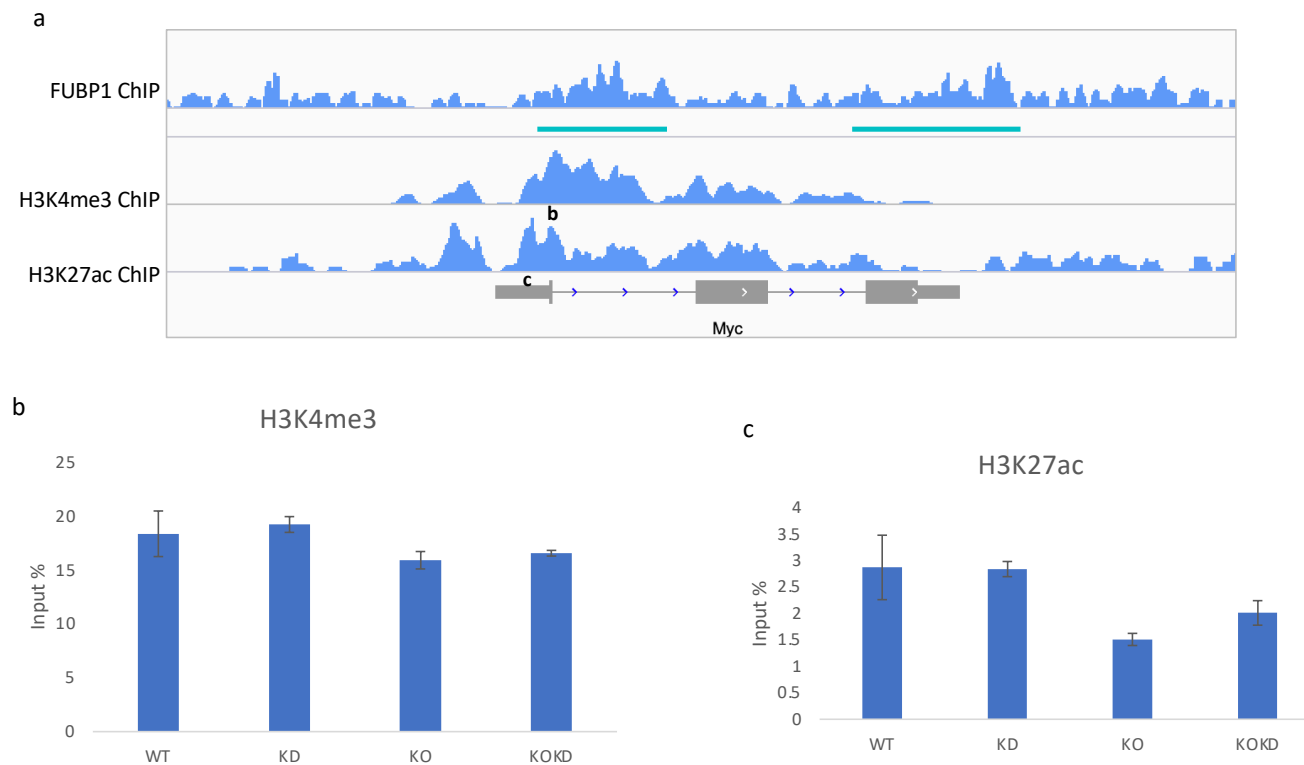

**Supplementary Figure 9. H3K4me3 and H3K27ac at the *Myc* Locus in WT, KD, KO and KOKD Cells.** (a) First panel: the FUBP1 ChIP-seq at *Myc* locus in MEFs. Second and third panel from top: The ENCODE data of H3K4me3 (ENCFF695BMP) and H3K27ac (ENCFF512EGA) ChIP-seq in MEFs. The positions of the primers used in Figures b and c were marked with the corresponding letters. (b-c) The results of H3K4me3 (b) and H3K27ac (c) ChIP-qPCR on the *Myc* gene in WT, KD, KO and KOKD MEFs are shown. The positions of the primers used in each figure are marked with the corresponding letters in Figure a. Experiments were performed in triplicate.

| ChIP-qPCR | Forward Primer        | Reverse Primer        | Position in the <i>Myc</i> gene        |
|-----------|-----------------------|-----------------------|----------------------------------------|
| FUBP1     | GTGAGTTTCAGGCTAGCAAAG | AGGAGTCAGAATGCAAGGCA  | Figure 6a, marked by "a"               |
| FUBP1     | GCGGCACTAGGACTTGATGT  | GAACCGCTCAGATCACGACT  | Figure 6a, marked by "b"               |
| FUBP1     | TCTGCCCTGCCAAAGAACTG  | GGACTATCACCTGGGAGCAAG | Figure 6a, marked by "c"               |
| H3K4me1   | CCGCCTACATCCTGTCCATT  | CGAGAGATTCCAGCTCCTCC  | Figure 6a, marked by "d"               |
| H3K4me3   | GAGCTCCTCGAGCTGTTTGA  | CTAACCGGCCGCTACATTCA  | Supplementary Figure 9a, marked by "b" |
| H3K27ac   | GAAGGCAGCTCTGGAGTGAG  | GTCCTGGCTCGCAGATTGTA  | Supplementary Figure 9a, marked by "c" |

**Supplementary Table 1. The ChIP-qPCR Primers.**

# Supplementary material for: FUBP1 and FUBP2 enforce distinct epigenetic setpoints for MYC expression in primary single murine cells
**Source:** Commun Biol. 2020 Oct 1;3:545. doi: 10.1038/s42003-020-01264-x
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: In High-MYC MEFs, Genes with the Highest Fold-Increase ( $FC \geq 5$ ) Compared to Low-MYC MEFs ( $FDR < 0.01$ ) were Enriched for the Inflammatory Response and the Immune Response Genes.

File Name: Supplementary Data 2

Description: Source data for all main figures.

# Supplementary material for: FUBP1 and FUBP2 enforce distinct epigenetic setpoints for MYC expression in primary single murine cells
**Source:** Commun Biol. 2020 Oct 1;3:545. doi: 10.1038/s42003-020-01264-x
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ ☐ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ ☐ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ ☐ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Image acquisition, automated segmentation, and intensity measurements were performed using Nikon Elements software version 4.30.02.

Data analysis

Data were analyzed and plotted using custom R software.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The RNA-seq, ChIP-seq and Tach-seq sequencing data that support the findings of this study are available in GEO, accession number GSE143800. All other data that support the findings of this study are available from the corresponding author upon reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                           |
|-----------------|-------------------------------------------|
| Sample size     | N/A                                       |
| Data exclusions | N/A                                       |
| Replication     | Experiments were performed in triplicate. |
| Randomization   | N/A                                       |
| Blinding        | N/A                                       |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Antibodies to MYC (#ab32072), FUBP1 (#ab184111) were from Abcam. Rabbit monoclonal anti-FUBP1 antibody (Abcam, ab181111), anti-H3K4me1 (Abcam, #ab8895), anti-H3K4me3 (MilliporeSigma, #04-745) and anti-H3K27ac (ActiveMotif #39034) were used for the immunoprecipitation. |
| Validation      | The manufacturer's website states they react with mouse proteins and are suitable for the applications we applied. We also validated with western blotting.                                                                                                                  |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                       |
|----------------------------------------------------------------------|---------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | Primary mouse embryonic fibroblasts from gestation day 13.5 were prepared in our lab. |
| Authentication                                                       | N/A                                                                                   |
| Mycoplasma contamination                                             | N/A                                                                                   |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | N/A                                                                                   |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

*May remain private before publication.*

GEO GSE143800

Files in database submission

See GEO

Genome browser session

(e.g. [UCSC](#))

N/A

### Methodology

Replicates

Experiments were repeated and results agree with each other.

Sequencing depth

Total reads: 124 million; uniquely-mapped reads: 79.6 million; length of reads: 76, single-end

Antibodies

Abcam #181111

Peak calling parameters

sh \$SICERDIR/SICER.sh sample.bed control.bed mm10 1 200 142 0.74 600 .01

Data quality

4439 peaks at FDR 5%. Most are very broad peaks, so the mean enrichment fold is not very high.

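On chromosome 15, the part of the list analysed here, all 166 peaks were wider than 1000 bp. Their width ranged from 1200 to 21400 bp with a median of 4200 bp, and the middle of the distribution lay between 3050 and 5400 bp. Together they cover 780400 bp. The enrichment of a peak over input is not analysed here.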

Software

Sicer

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Primary MEFs from Myc-Egfp+/+ mice were treated with 20  $\mu$ M of MG-132 for 6 h to inhibit proteasome degradation of MYC and therefore enhance the MYC-GFP signal, and then sorted for low- and high-GFP cells.

Instrument

BD FACSAria Violet

Software

The results were analyzed by Flowjo software.

Cell population abundance

Five percent of high-MYC and low-MYC MEFs were collected, and post-sorting analysis was done with the sorter. Immunostaining was used to validate the relative levels of MYC expression.

Gating strategy

The MG-132 untreated MYC-GFP cells were used as negative control for gating. Comparable mean FSC were set for both low-MYC and high-MYC population.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

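RNA-seq of low-MYC and high-MYC MEFs (4 libraries, 2 technical replicates per group), FUBP1 ChIP-seq of primary MEFs (1 sample) and TACh-seq, which maps nuclease-accessible chromatin, of WT and KOKD MEFs (4 samples, whose labels name a single table) were analysed from the processed files. Conditions and replicates were taken from the sample labels and the methods.

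For RNA-seq, the authors trimmed 3′ bases of low quality, aligned reads to the mouse transcriptome (mm10) with TopHat, quantified them with the expectation-maximization algorithm of Partek, divided by transcript length, and divided by a spike-in score, the geometric mean of ERCC transcripts added in proportion to cell count. The deposited signal values are therefore relative to cell number and not to library size. Reads shared between near-identical genes are split by this quantification, so paralogs, pseudogenes and overlapping genes are uncertain. The paper's text does not name the versions of TopHat and Partek. Gene ends in the table lie 1 base past those of the annotation and were corrected. No column of per-sample values was left unassigned.

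From these values, log2(normalized FPK + 0.1) was compared between groups with limma 3.58.1 (lmFit, then eBayes with trend) in R 4.3.3, for genes with a mean of at least 0.1 over the 4 libraries, with Benjamini-Hochberg adjustment. Genes were counted as changed at an adjusted p under 0.01 and a fold change of at least 2, and as highest at a fold change of at least 5. The paper's fold changes were compared with the ratio of group means without a pseudocount. The replicates are technical, so tests compare these libraries. With 2 libraries per group, other splits of the samples were not counted, and leaving out a library gives a fold change without a p-value. Genes named are those the paper names in its text, figure labels, legends or Supplementary Data 1, members of the gene lists, and the 5 largest changes in each direction among genes past the threshold with both libraries of each group on the same side; only 3 genes fell. Genes named outside this rule were chosen after their values were seen. Lists of macrophage, fibroblast, lymphocyte, endothelial, epithelial, neural, skeletal muscle, erythroid, inflammatory, MYC target and cell cycle genes were compared with 10000 random lists of the same size matched on mean expression, as a description of these libraries.

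The procedure was tested on simulated data: 200 of 11870 genes were changed by known fold changes between high-MYC and low-MYC cells, of which 123 (61.5%) were recovered, 113 of the 150 changed at least 2-fold, with 1 false call. In the same simulation a list of unchanged genes lay at percentile 7.2 and a list of raised genes at percentile 100. The other simulated genes had no shift, unlike the general increase in the real data, and genes were called by the adjusted p alone. The simulation therefore does not give the error of the counts reported here.

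For ChIP-seq, the authors trimmed bases of low quality, aligned reads to mm10 with Bowtie2 and called peaks with SICER in windows of 200 bp against input. The deposited list gives positions only, so peaks could not be ranked and no enrichment is given. Peaks were compared with the GENCODE M21 annotation and placed at random 10000 times on chromosome 15 outside assembly gaps. Of 20 peak sets that were themselves placed at random, 0 overlapped genes more often than 95% of the placements. Coordinates are 1-based. The coding sequence and exons of Myc are those of the annotated transcript with a complete exon 1 and an AUG start codon in exon 2. Genes absent from the RNA-seq table were counted as not expressed. Confidence intervals are exact Clopper-Pearson intervals at 95% and cover counting error only.

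For TACh-seq, the authors aligned reads to mm10 with Bowtie2. The deposited table lists positions of reads and a mapping score per read, and no column names a library; the reads lie in limited regions, and how many libraries they come from is not known, so the comparison of WT and KOKD MEFs is not analysed here. The design had assumed values per library for TACh-seq and a score per FUBP1 peak. One primer pair of the FUBP1 ChIP-qPCR is not reported here. The GO enrichment of Supplementary Data 1 is not analysed here, since no GO annotation was used. Alternatives covered the pseudocount, the minimum mean, the scaling of the libraries, the limma trend, the replicate block, the thresholds, the replicates and the overlap with genes. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used for the remaining steps.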

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

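The tests of macrophages, the share of fibroblasts, repeats and AT-rich sequence and the pseudocount of 0.001 were chosen only after the results were seen. The rescaling to the same median and the comparison with matched lists were planned. They were set against the spike-in normalization and a single fold change only afterwards.

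Macrophage markers that the paper does not discuss rose far more than other genes. Of the list of 30 markers, 13 are in Supplementary Data 1; the other 17 had a median ratio of high-MYC to low-MYC normalized FPK of 157, and all 17 were higher, from 4.39-fold for Cx3cr1. These ratios rest on values near 0 in low-MYC cells, where 2 of the 30 markers had a mean of at least 0.1. Over the 14 markers that could be tested, the median log2 fold change was 2.28, against 0.77 to 1.02 for 95% of lists matched on expression. A single fold change for every gene would place the list inside that range and is argued against. The spike-in normalization scales all genes of a library by a single factor, so apart from the pseudocount it cannot raise a list above others. The median of 1.68 after rescaling to the same median follows from this and is no separate test. A lower share of fibroblasts would raise the markers of every other cell type in the culture alike. The markers of other cell types rose less by the median, but this cannot exclude a lower share. Only 6 of the 20 reached a mean of 0.1 in low-MYC cells, so most of these cell types may be absent, and absent cells give no rise. With a pseudocount of 0.001 and a minimum mean of 0.005, 20 markers of lymphocytes, endothelium, epithelium, neurons, skeletal muscle and erythroid cells had a median log2 fold change of 1.06 and rose by at most 1.95 (Map2), whereas the 28 macrophage markers had a median of 4.97 and a minimum of 2.33 (Cd14). With the pseudocount and minimum mean of 0.1 the medians were 0.94 over 7 genes and 2.28, but the ranges overlapped, with Tubb3 at 1.47 and Cd53 at 1.33. MEFs may express some of the 20 markers themselves, since 6 had a mean of at least 0.1 in low-MYC cells. The fibroblast list rose by a median of 1.41, against 1.09 to 1.22 for 95% of its matched lists. Macrophages among the sorted high-MYC cells cannot be told apart from a macrophage-like program in fibroblasts with high MYC: 16 of the 17 markers outside the study's selection were at least 5-fold higher, but this restates the pattern, and either source would give it. The most abundant markers in high-MYC cells were Lyz2 at 18.0 and 18.9, Cd68 at 4.27 and 4.72, Cd14 at 1.91 and 1.85, and Mpeg1 at 1.33 and 1.52, whereas the fibroblast gene Col1a1 stood at 131 and 129. Cd68 and Cd14 were also present in low-MYC cells, at 0.549 and 0.661 and at 0.322 and 0.431. No marker is shared with another list. The replicates are technical, so a property of this sort stays open too.

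FUBP1 peaks were called at many places that the paper does not describe: 161 of the 166 peaks on chromosome 15 lie at genes other than Myc, Atf4 and Tuba1a, or at no gene. Of all peaks, 94 overlap an expressed protein-coding gene, and 72 do not. Repeats stay open as a source of some of these 72 peaks: the median share of repeat-masked bases was 29.7%, inside the 23.1% to 32.3% of 95% of random sets of windows that overlap no expressed gene, which neither shows an excess nor excludes one at single peaks. AT-rich sequence remains open as well, since their median GC content was 33.9%, below the 39.4% to 42.2% of such windows; the 94 peaks on expressed genes had 41.2%, also below the 43.4% to 46.1% of windows on expressed genes. This may reflect binding to AT-rich DNA or a bias of sequencing or fragmentation, and a list of positions without the input does not separate them. According to the paper, the ChIP antibody cross-reacts in part with FUBP2. Without a Fubp1 KO sample, binding of FUBP2 stays open as a source of any of the 166 peaks. No biological explanation was tested.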

How the results depend on the processing

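The pseudocount of 0.001 with a minimum mean of 0.005 was chosen only after the data were seen; the other alternatives were set before the data were examined. No cause of a change was tested unless one is named.

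With the spike-in normalization, 6540 genes were at least 2-fold higher, 0 were lower and 34 were at least 5-fold higher. These counts became 1448 higher and 6 at least 5-fold higher with a pseudocount of 1, and 10076 and 85 with a pseudocount of 0.01; a larger pseudocount shrinks the fold change of low genes by construction. With a mean of at least 1, fewer genes were tested (5608) and 22 were at least 5-fold higher. With the pseudocount of 0.001 and the minimum mean of 0.005, 17477 genes were tested, 12806 were higher, 4 were lower (Foxd3, Gm32802, Gm44706 and Gm7370) and 385 were at least 5-fold higher. Rescaling to the same total left 71 higher, 6 lower and 10 at least 5-fold higher, and rescaling to the same median left 65, 6 and 9. The 6 genes that were lower in each rescaling were Hmox1, Hspa1a, Hspa1b, Ifi27l2b, Igfbp5 and Lce1h. All 65 genes higher under the same median were among the 6540. Removing the filter, the limma trend or the adjusted p kept every count within 1.5 times. Without each library in turn, by fold change alone, the counts ranged from 5717 to 7406 higher, from 0 to 1 lower and from 34 to 43 at least 5-fold higher; the single gene that was lower was Gm7389 without low-MYC replicate 1, Gm27477 without high-MYC replicate 1 and mt-Ts1 without high-MYC replicate 2.

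The median log2 fold change of all genes, 1.03, was 0.53 with a pseudocount of 1, 1.15 with 0.01, 0.79 without the filter, 1.12 with a mean of at least 1 and 1.17 with the pseudocount of 0.001. It was 0.0091 after rescaling to the same total and -0.0039 after rescaling to the same median, which remove a shift shared by all genes by construction. It ranged from 0.99 to 1.07 without each library in turn.

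Rescaling to the same total and to the same median reversed the sign of Myc (-0.11 and -0.13), Fubp1 (-0.17 and -0.18), Khsrp (-0.0036 and -0.0185), Fubp3 (-0.0502 and -0.0640), Cdkn1a (-0.0142 and -0.0293), Atf4 (-0.33 and -0.35), Hist1h4c (-0.249 and -0.247), Pttg1 (-0.0490 and -0.0625) and Tnfaip3 (-0.51 and -0.52). Of the reversed values listed here, only those of Tnfaip3 had an adjusted p under 0.01 (limma with Benjamini-Hochberg adjustment). Genes outside this list could reverse too. Acta1 went from 0.44 to -0.73 under the same median, with an adjusted p of 0.00401 from the same test. Without each library in turn, the log2 fold change ranged from 1.04 to 1.05 for Myc, from 0.88 to 1.03 for Fubp1 and from 1.11 to 1.18 for Khsrp.

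The macrophage list had a median of 0.63 with a pseudocount of 1, 2.71 with a mean of at least 1, 1.68 after rescaling to the same median and 4.97 with the pseudocount of 0.001, and the genes of Supplementary Data 1 had 0.61, 2.73, 1.30 and 3.00. With a pseudocount of 1 the medians of the cell cycle lists were 0.95 (G1/S), 0.50 (S), 0.85 (G2) and 0.82 (G2/M), and after rescaling to the same median 0.157, 0.0711, 0.192 and 0.205. The S list had 1.20 with a mean of at least 1, and the S, G2 and G2/M lists had 1.26, 1.39 and 1.41 with the pseudocount of 0.001. Without each library in turn, the medians ranged from 2.28 to 2.33 (macrophage), 2.12 to 2.14 (Supplementary Data 1), 1.27 to 1.32 (G1/S), 1.03 to 1.13 (S), 1.22 to 1.36 (G2) and 1.28 to 1.37 (G2/M).

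Among single genes and the remaining lists, 73 values moved, 43 kept their direction but lost an adjusted p under 0.01, and 1 gained it. A further 369 kept their direction and, where a p-value exists, their side of the threshold. Another 12 values, all of single genes named above, reversed in sign. Those of the 12 that also lost an adjusted p under 0.01 are not among the 43.

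Replicate numbers are shared between the groups, but they mark technical replicates only: the differences between replicates 1 and 2 correlated across genes between groups with a Pearson r of 0.08 and a Spearman's rho of 0.30. With the replicate block, 6556 genes were higher, 0 were lower and 34 were at least 5-fold higher, and the adjusted p of Hist1h4c (limma with Benjamini-Hochberg adjustment) was 0.00358 against 0.0275 without it. Its adjusted p ranged from 0.00358 to 0.341 over the alternatives.

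When at least 50% of a FUBP1 peak had to lie inside a gene, the share of peaks at genes was 62.0% in place of 73.5%; both peaks at Myc kept their place. The depth of the libraries is unknown, and genes with values near 0 in low-MYC cells have ratios that rest on few reads. Ranking the FUBP1 peaks by score was not run, since the list has no score, and the alternatives for TACh-seq were not run, since no column names a library.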

Differences from the paper's values

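Fold changes of 90 genes stated by the paper were compared with ratios of mean normalized FPK, and 3 differed, by more than 1.5 times and by more than the replicate SD. An alternative is said to come within these limits where one of them no longer held; it need not match the paper's value. For Cd180 the paper's fold change is 10.3 and the ratio from the deposited values was 101; none of the alternatives set before the data were examined came within these limits. For Fyb the paper's fold change is 9.2 and the ratio was 16.2; rescaling to the same total (7.27), rescaling to the same median (7.19) and leaving out low-MYC replicate 1 (13.5) came within them, and the pseudocounts of 1 and 0.01 and leaving out any other library did not. Rescaling lowers the ratio of every gene by a like factor, and 86 (same total) and 87 (same median) of the 90 fold changes then differed from the paper's, as did 6 without low-MYC replicate 1. For Gbp10 the paper's fold change is 9.7 and the ratio was 6.24; leaving out high-MYC replicate 2 (6.94) came within them, and the other alternatives did not. The filters, the limma trend, the replicate block and the thresholds do not enter a ratio of means. The low-MYC means of Cd180, Fyb and Gbp10 were near 0, at 0.000194, 0.000475 and 0.00166. Their ratios therefore rest on few reads, and the SD between technical replicates may understate the error.

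The paper describes the expression of cell cycle genes as indistinguishable between the populations, and concludes that no phase was enriched in either. With the spike-in normalization the medians of the G1/S, S, G2 and G2/M lists were higher in high-MYC cells, at percentiles 99.99, 95.79, 99.99 and 100 of lists matched on expression. After rescaling to the same median, 0 of the 18 genes labelled in Fig. 4b that could be tested had an adjusted p under 0.01 (limma with Benjamini-Hochberg adjustment), and 13 had an unadjusted p under 0.05. The list medians after this rescaling were 0.16, 0.07, 0.19 and 0.21. Every list rose, so these values concern the level of the genes and do not show an enrichment of a particular phase.

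The paper describes the coding region of Myc as bracketed by FUBP1 peaks. The downstream peak covers 560 of the 1317 coding bases.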

Other observations

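The tests of an error of the spike-in score and of reads counted in another library, the pseudocount of 0.001, the comparison of reads between low-MYC replicates, the share of Myc in each library and the overlap of TACh-seq reads with FUBP1 peaks were chosen only after the results were seen.

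Nearly all genes were higher in high-MYC cells, and this shift is carried by the spike-in score. A read in high-MYC replicate 1 was worth 2.24 times a read in low-MYC replicate 1, while the estimated numbers of reads were similar. An error of the score, for example in the count of cells or the amount of spike-in, cannot be told apart from more mRNA per cell, because the score is confounded with the group and the files hold no other measure of RNA per cell. The share of Myc in the summed normalized FPK of a library, which does not depend on the score, was not higher in high-MYC cells: it was 0.0212% and 0.0204% in the low-MYC and 0.0197% and 0.0188% in the high-MYC replicates.

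Macrophage markers were slightly higher in low-MYC replicate 2 than in replicate 1. Allowing for what a read is worth in each library, 24 of the 30 markers had more reads in replicate 2, 3 had the same number and 3 had fewer, whereas 59.9% of all genes with a value above 0 in either replicate had more. Reads of the high-MYC libraries counted in low-MYC replicate 2 could give such an excess. The excess had a median of 0.397% of the high-MYC value over the 18 markers with a high-MYC mean of at least 0.1, but it ranged from -0.358% to 6.23%, and the values behind it are too low to decide.

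Hmox1, Hspa1a and Hspa1b were lower in high-MYC cells with an adjusted p under 0.01 (limma with Benjamini-Hochberg adjustment). Other settings with the spike-in normalization gave 3 to 8 lower genes, among them 4 with limma without trend, 5 with the replicate block and 8 without the filter on low values. Over the alternatives, the adjusted p from limma with Benjamini-Hochberg adjustment ranged from 0.000769 to 0.0109 for Hspa1a and from 0.00151 to 0.0204 for Hspa1b, both highest without the filter, and that of Hspa1b was 0.0124 with a pseudocount of 0.001 and a minimum mean of 0.005. For Hmox1 it stayed under 0.01 in every alternative with a test. Both groups had been treated with MG-132 before sorting, and were then seeded overnight before RNA was extracted. No explanation of this difference was tested.

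Of the remaining gene lists, the MYC target list had a median log2 fold change of 1.09, above 1.97% of matched lists, and -0.06 after rescaling to the same median. The endothelial list had 0.60 over 2 tested genes (percentile 8.5), the epithelial list 0.94 for 1 gene (7.94), the neural list 1.24 over 2 genes (94.01) and the skeletal muscle list 0.70 over 2 genes (0.3). With a pseudocount of 0.001 and a minimum mean of 0.005 the medians were 1.24 over 5 endothelial genes (percentile 65.21), 1.11 over 3 epithelial genes (37.41), 1.53 over 6 neural genes (97.6) and 0.90 over 4 skeletal muscle genes (2.78), so the percentiles of the endothelial and epithelial lists depend on this choice. The lymphocyte list had 1 gene and the erythroid list 2 genes among the deposited values, and 0 of either could be tested at a minimum mean of 0.1; at 0.005 a single gene of each could, at 1.00 (lymphocyte) and 0.68 (erythroid).

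The TACh-seq table lists 4881417 reads, of which 218107 are on chromosome 15 and 847 lie from 5000 bp upstream to 12000 bp downstream of Myc. The library of each read is not known, nor is the number of libraries behind the table, so WT and KOKD are not separated. Only reads in limited regions are listed, so 0 reads at a place do not show that its chromatin is closed. The window of 500 bp with most reads downstream of the gene extends from 61998891 to 61999390 (mm10), 8517 bp past the end of Myc, with 110 reads. The FUBP1 peaks at Myc hold 122 and 21 reads. Over chromosome 15, 39 of the 94 FUBP1 peaks on expressed protein-coding genes and 4 of the other 72 hold at least 1 read.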
